# Transcriptomic Analysis Reveals Genes Mediating Salt Tolerance through Calcineurin/CchA-Independent Signaling in* Aspergillus nidulans*

**DOI:** 10.1155/2017/4378627

**Published:** 2017-08-20

**Authors:** Sha Wang, Hongchang Zhou, Jun Wu, Jiangyu Han, Shasha Li, Shengwen Shao

## Abstract

Adaptation to changes in the environment is crucial for the viability of all organisms. Although the importance of calcineurin in the stress response has been highlighted in filamentous fungi, little is known about the involvement of ion-responsive genes and pathways in conferring salt tolerance without calcium signaling. In this study, high-throughput RNA-seq was used to investigate salt stress-induced genes in the parent, Δ*cnaB*, and Δ*cnaB*Δ*cchA* strains of* Aspergillus nidulans*, which differ greatly in salt adaption. In total, 2,884 differentially expressed genes including 1,382 up- and 1,502 downregulated genes were identified. Secondary transporters, which were upregulated to a greater extent in Δ*cnaB*Δ*cchA* than in the parent or Δ*cnaB *strains, are likely to play important roles in response to salt stress. Furthermore, 36 genes were exclusively upregulated in the Δ*cnaB*Δ*cchA* under salt stress. Functional analysis of differentially expressed genes revealed that genes involved in transport, heat shock protein binding, and cell division processes were exclusively activated in Δ*cnaB*Δ*cchA*. Overall, our findings reveal that secondary transporters and stress-responsive genes may play crucial roles in salt tolerance to bypass the requirement for the CchA-calcineurin pathway, contributing to a deeper understanding of the mechanisms that influence fungal salt stress adaption in* Aspergillus*.

## 1. Introduction

Rapid adaptation to different environmental conditions, including appropriate adaptive responses to various cations, is crucial for the survival and proliferation of microorganisms. As a closed compartment, the cell possesses intracellular signaling systems that can identify these stimuli in order to implement cellular responses to counteract stress conditions [1]. Calcium signaling is conserved in eukaryotes and plays an important role in sensing environmental stimuli, transmitting extracellular signals to the nucleus to modulate gene expression, regulating morphology, responding to abiotic and biotic stresses, and defending against virulence/pathogenicity [2–4]. Salt stress, one of the major abiotic stresses affecting organismal growth, development, and productivity, can result in damage due to loss of turgor pressure, ion toxicity, membrane disorganization, the generation of reactive oxygen species (ROS), and metabolic toxicity [5, 6]. Hyperosmotic stress caused by NaCl, LiCl, or sorbitol induces an immediate and short duration (1 min) transient cytosolic Ca^2+^ ([Ca^2+^]_cyt_) increase in cells. Small changes in [Ca^2+^]_cyt_ levels can activate various Ca^2+^-sensing proteins, such as calmodulin and calcineurin, which then lead to the induction of various downstream signal transduction pathways [7]. In* Saccharomyces cerevisiae*, the response to salt stress is mediated by calcineurin, a conserved Ca^2+^/calmodulin-modulated protein phosphatase that plays an important role in coupling Ca^2+^ signals to cellular responses. Calcineurin (CaN) is a heterodimer consisting of two subunits, the catalytic subunit A (CnA) and regulatory subunit B (CnB) [8, 9]. Though highly conserved from lower eukaryotes to humans, calcineurin plays diverse and distinct roles in different organisms [10–13]. For instance, in the yeasts* Schizosaccharomyces pombe* and* S. cerevisiae*, it regulates adaptation to a variety of environmental stresses, cation homeostasis, morphogenesis, cell wall integrity, and mating [7, 8, 14–16]. In the pathogenic yeasts* Cryptococcus neoformans* and* Candida albicans*, calcineurin regulates growth at alkaline pH and elevated temperatures and under membrane stress, as well as regulating dimorphism, mating, and virulence [17–19]. In filamentous fungi, it regulates hyphal growth, stress adaptation, and cell wall integrity [20–23].

Organisms employ various regulatory mechanisms for responding to environmental stresses to improve their survival. In yeast, at least two signal transduction pathways are activated to regulate the processes necessary for ion homeostasis and osmotic adjustment. The calcineurin pathway regulates ion homeostasis, while the high osmolarity glycerol (HOG) pathway is primarily responsible for the control of osmotic adaptation [7]. In addition, many other genes, including* NHA1* (encoding a Na^+^/H^+^ antiporter located at the plasma membrane),* TRK1*/*TRK2* (encoding K^+^ transporters located at the plasma membrane), and* NHX1* (encoding a Na^+^/H^+^ antiporter localized in the vacuole), also participate in the salt stress response [24, 25]. Recent studies have indicated that the enzymes implicated in ROS scavenging are crucial for the mitigation of salt-induced oxidative damage [26]. In addition, many heat shock proteins have been extensively identified to improve plant tolerance to salt stress. For example, the overexpression of* HSP18.3*,* OsHsp17.0*, and* OsHsp23.7* confers salt stress tolerance in yeast [27] and rice [28]. In spite of these findings, an integrated and comprehensive dissection of the molecular mechanisms of salt tolerance in* Aspergillus*, in particular, is lacking.

The genus* Aspergillus* consists of several hundreds of mold species that are medically and commercially important and reside in various climates around the world. Among these,* Aspergillus nidulans* is an excellent model organism for filamentous fungi owing to its well-established genetic system, making it easy to study growth, establishment, and maintenance of growth polarity and asexual sporulation. Our previous study revealed that the calcium channel CchA and its regulatory subunit MidA facilitate calcium influx in low-calcium environments and during the stress response in* A. nidulans*. Moreover, the lack of* cchA* in a calcineurin deletion strain (Δ*cnaB*) ameliorated hyphal growth defects induced by salt stress (800 mM NaCl or 600 mM KCl) but not those induced by osmotic stress (1 M sorbitol) [29, 30]. Considering these findings, it is possible that calcineurin-independent mechanisms exist to compensate for the loss of calcineurin-CchA in fungal salt stress adaption.

In the present study, we performed a comprehensive analysis of the transcriptional profiles of genes involved in the salt stress response in* A. nidulans*. We identified candidate genes among differentially expressed genes (DEGs) and carried out a detailed functional analysis of candidate genes and pathways associated with salt tolerance in the parent, Δ*cnaB*, and Δ*cnaB*Δ*cchA* strains. Analysis of DEGs demonstrated that secondary transporters, which were upregulated to a greater extent in Δ*cnaB*Δ*cchA* than in the parent or Δ*cnaB* strains, probably play important roles in salt stress tolerance. Collectively, our findings support previous evidence and indicate that secondary transporters and other stress-responsive genes may participate in a completely unexplored pathway for enhanced salt tolerance. Analysis of such genes should allow for the identification of biomarkers to be used for the establishment of salt tolerance in* A. nidulans*.

## 2. Materials and Methods

### 2.1. Strains, Media, Culture Conditions, and Experimental Groups

A list of* A. nidulans* strains used in this study is given in Table S1 in Supplementary Material available online at https://doi.org/10.1155/2017/4378627. TN02A7, carrying a deletion of a gene required for nonhomologous end joining in double-strand break repair [31], was used as the parent strain. MMPDRUU minimal medium with 2% glucose, nitrate salts, trace elements, 0.5 mg/l pyridoxine, 2.5 mg/l riboflavin, 5 mM uridine, and 10 mM uracil, pH 6.5, was used; trace elements and nitrate salts were added to the medium as described previously [32, 33]. A total of six samples were analyzed: TN02A7, Δ*cnaB,* and Δ*cnaB*Δ*cchA* (Table S1) strains cultured on MMPDRUU comprised groups I (G1), II (G2), and III (G3), respectively, and the same strains cultured on MMPDRUU plus 800 mM NaCl comprised groups IV (G4), V (G5), and VI (G6), respectively.

### 2.2. Total RNA Extraction and Sequencing

For RNA isolation, a total of 1 × 10^8^ conidia from the relevant strains were incubated in 100 ml MMPDRUU at 37°C with shaking at 220 rpm for 18 h. Then, cultures underwent an additional incubation supplemented with or without NaCl (800 mM final concentration) at 37°C for 30 min. The samples were harvested by filtration and ground to a fine powder in liquid nitrogen. Total RNA was isolated according to the method of Simms et al. [34], using TRIzol (Invitrogen, Carlsbad, CA, USA). The RNA was treated with DNase I (amplification grade, Invitrogen) and purified using RNeasy mini kit (Qiagen, Benelux BV, Venlo, The Netherlands) as per the manufacturer's instructions. The final RNA preparations were resuspended in a buffer containing 10 mM Tris hydrochloride, pH 8.0, and 1 mM EDTA. RNA was quantified using a NanoDrop 1000 spectrophotometer v3.7 (NanoDrop Technologies, Inc., Wilmington, DE, USA). cDNA synthesis, library preparation (200 bp inserts), and Illumina sequencing (90 bp paired-end reads) were performed according to the instructions of Trapnell et al. [35] at Oceancloud Gene (Shanghai, China).

### 2.3. Processing and Mapping of Raw Sequences

To obtain high-quality data for analysis, raw reads were cleaned, including removal of reads with adapters. Furthermore, reads with “N” (representative of an ambiguous base) and reads that contained more than 20% bases with* Q* < 20 were discarded. Clean reads were then mapped to the* A. nidulans* genome (assembly ASM14920v1, https://www.ncbi.nlm.nih.gov/genome/17?genome_assembly_id=22574) using TopHat version v2.0.12 [36–38]. Default parameter settings were used for TopHat alignment except “mismatch” which was set to 2. The full data set of this study was deposited in the Gene Expression Omnibus (GEO) with the accession number GSE63019 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE100353).

### 2.4. Analysis of Gene Expression and DEGs

Gene expression analysis was performed via RNA-seq by expectation-maximization (RSEM) [39]. Briefly, the transcript abundance for a given gene was quantified by calculating the frequency of RNA-seq reads aligned to it, and this was expressed as an RPKM value (reads per kilobase of transcript sequence per million mapped reads). Identification of DEGs between two samples was performed using DEGseq [40] after normalizing the read count using TMM [41]. *P* values were adjusted by *q* values, and the threshold for significant differential expression was set at *P* value < 0.001 and |log_2_(fold  change)| > 1.

### 2.5. Enrichment Analysis Using Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG)

Functional enrichment of DEGs was determined by GO analysis. GO (http://www.geneontology.org/) is a functional classification system for genes with international standards and is comprised of three ontologies: biological process (BP), cellular component (CC), and molecular function (MF). GO enrichment analysis was performed using GOseq software [42], which is based on Wallenius' noncentral hypergeometric distribution. KEGG (http://www.genome.jp/kegg/) pathway enrichment was performed using KOBAS (2.0) software (http://kobas.cbi.pku.edu.cn/), and DEGs were considered to be significantly enriched in a pathway at a false-discovery rate (FDR) ≤ 0.05.

### 2.6. Verification of the Reliability of RNA-seq by Quantitative Reverse Transcription Polymerase Chain Reaction (qRT-PCR)

Eight genes from among the DEGs were randomly selected for qRT-PCR verification. Gene-specific primers (Table S2) were designed using Primer 5 software, and the actin gene was used as an internal standard. Total RNA isolation was performed as described above. RT-PCR was carried out using HiScript™ Q RT SuperMix (Vazyme, Jiangsu Sheng, China), and the resulting cDNA was used for real-time analysis using SYBR Premix Ex Taq™ (TaKaRa, Tokyo, Japan) as in a previous study [43] on an ABI one-step fast thermocycler as described previously. PCR conditions were as follows: initial denaturation at 95°C for 10 min, followed by 40 cycles of denaturation at 95°C for 5 s, and annealing and extension at 55–58°C for 30 s. Three independent biological replicates were performed, and transcript levels were calculated by the comparative ΔC_T_ method and normalized against the level of actin mRNA. Fold changes in expression were determined by the 2^−ΔΔCT^ method [44].

## 3. Results

### 3.1. Global Analysis of RNA Transcript Data

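The RNA-seq experiment had 6 libraries, 1 for each of 3 strains with and without salt. The strains were the parent TN02A7, WSA08 (Δ*cnaB*), which lacks the gene for the regulatory subunit of the phosphatase calcineurin, and LXA05 (Δ*cnaB*Δ*cchA*), which also lacks the calcium channel gene *cchA*. Cultures were grown for 18 h and then incubated for 30 min with 800 mM NaCl or without it. Each condition had 1 library, so no difference within a strain has a replicate check. The authors cleaned the reads, mapped them with TopHat to their reference assembly, counted them per gene with RSEM and normalized the counts by the trimmed mean of M values (TMM). The deposited values are TMM-normalized RPM (reads per 1000000 reads counted on genes), although their column heading calls them read counts. In every library 100% of the nonzero values were whole multiples of the value of 1 read. The sums of the control and salt values of a strain, multiplied, came to 0.999 of the square of 1000000 in each strain, so the authors' scaling joins the 2 libraries of a strain and not the strains with each other.

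The reads recovered from these multiples numbered 41556203 in the parent, 41369564 in Δ*cnaB* and 50006318 in Δ*cnaB*Δ*cchA* without salt, and 48597615, 42033846 and 43806131 in the same strains with salt. The paper's clean reads, in units of 1000000, number 28.5, 30.6 and 35.1 without salt and 32.4, 30.6 and 30.2 with salt. The values used here rest on the recovered reads. In all 6 libraries these exceed the raw reads that the paper states, so they cannot all be separate reads as the paper counts them. The paper's reads were paired-end, and it does not state whether single reads or pairs are counted. A single read was worth between 0.0184 and 0.0264 normalized RPM, and 3 reads between 0.0553 and 0.0793. Values below 1 are listed as 0, and the smallest nonzero value stood for 38 to 55 reads depending on the library, so a gene listed at 0 can have had up to about that many reads. Of the 10957 genes listed, 557 in the parent, 527 in Δ*cnaB* and 477 in Δ*cnaB*Δ*cchA* had no value.

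The salt response of a gene in a strain was computed as the difference in log2(value + 0.1) between the salt and control libraries, for genes with a value of at least 1 in either library, and genes that differed by more than 1 were counted as upregulated or downregulated. No test was applied to these pairs, since a test on the reads of 2 libraries compares those libraries and not the conditions. The added 0.1 understates the change of genes with low values, and it sets the size of the change where 1 of the values is listed as 0. For named genes, 95% exact (Clopper-Pearson) intervals were computed from the recovered reads. The intervals cover counting error only, because reads are not independent molecules, and they are too narrow because the recovered reads outnumber the paper's raw reads and so are not all separate reads.

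The deleted genes were examined first. The gene *cnaB* (AN6566) had 86.2 normalized RPM without salt and 73.6 with salt in the parent and was listed at 0 in all 4 libraries of the deletion strains. The gene *cchA* (AN1168, named cch1 in RefSeq assembly ASM1142v1) had 74.1 and 136 normalized RPM in the parent and 80.7 and 109 in Δ*cnaB*, against 3.56 and 3.96 in Δ*cnaB*Δ*cchA*. Gene names were taken from that RefSeq table, which matched 10032 of the 10957 identifiers.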

Approximately 33.3 (G1), 35.6 (G2), 40.7 (G3), 37.6 (G4), 35.7 (G5), and 35.2 (G6) million raw reads were generated, and approximately 28.5 (G1), 30.6 (G2), 35.1 (G3), 32.4 (G4), 30.6 (G5), and 30.2 (G6) million clean reads were obtained, for a total of 218.1 million raw reads and 187.4 million clean reads in this analysis. Clean reads were aligned and mapped against the* A. nidulans* reference genome, resulting in an average of 75.5% of reads mapped (71.4–79.2%). Of the mapped reads, an average of 0.26% (0.2–2.3%) was multiply-mapped to the genome, for a final average of 75.2% (71.2–78.9%) that mapped to unique locations in the genome.

### 3.2. Overall Analysis of DEGs

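Over the 3 strains, 2631 genes were upregulated by salt in at least 1 strain and 2617 were downregulated in at least 1 strain. Of these, 92 genes were upregulated in a strain and downregulated in another. The DEGseq formula applied to the deposited values with adjusted *P* values, a setting chosen after seeing the data, moved the upregulated number to 1292. A limit of 2 in place of 1 on the log2 scale moved the downregulated number most, to 1114. The 3 strains also served as 3 independent cultures per treatment in a comparison of all control with all salt libraries by limma, with strain as a block and a two-sided test. There, 2489 of 8673 genes were higher and 2306 lower with salt at a Benjamini-Hochberg adjusted *P* value under 0.05. Leaving out Δ*cnaB*Δ*cchA* moved these numbers most, to 1515 and 1172.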

A total of 2,884 genes were identified as DEGs, including 1,382 that were upregulated and 1,502 that were downregulated genes when comparing the mRNA levels of strains under salt stress with those of strains not under salt stress. By comparing the various strains used in the experiment, 1,964 DEGs (1,067 upregulated and 897 downregulated) and 1,863 DEGs (1,016 upregulated and 847 downregulated) were induced by salt stress in Δ*cnaB* and Δ*cnaB*Δ*cchA*, respectively, in comparison to 2,159 DEGs (1,153 upregulated and 1,006 downregulated) induced by salt stress in the parent strain. 

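In the deposited values, 1992 genes passed the log2 limit upward in the parent, 1932 in Δ*cnaB* and 1859 in Δ*cnaB*Δ*cchA*. The downregulated genes numbered 1688 in the parent, 1674 in Δ*cnaB* and 1668 in Δ*cnaB*Δ*cchA*. The genes with a value in either library, among which these were counted, numbered 8757, 8830 and 8856, and their median log2 fold change was -0.02 in the parent, -0.00 in Δ*cnaB* and -0.01 in Δ*cnaB*Δ*cchA*. With each library scaled to its own total, a setting chosen after seeing the data, the order of the strains changed. The upregulated genes then numbered 1705 in the parent, 1513 in Δ*cnaB* and 1564 in Δ*cnaB*Δ*cchA*, and the downregulated genes 2169, 2356 and 2186. A median of ratios, set before the data were examined, also exchanged the deletion strains in the downregulated order (1760, 1673 and 1690). It left the upregulated order unchanged (1940, 1936 and 1842).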

To characterize patterns of differential gene expression in response to salt stress, a heat map was constructed to visualize the expression patterns of the 2,884 DEGs under different experimental conditions. 

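Among upregulated genes, the median log2 fold change was 2.16 in the parent, 2.01 in Δ*cnaB* and 2.00 in Δ*cnaB*Δ*cchA*. Among downregulated genes, it was -1.66 in the parent, -1.65 in Δ*cnaB* and -1.55 in Δ*cnaB*Δ*cchA*. A log2 fold change above 4 was reached by 410 genes in the parent, 375 in Δ*cnaB* and 360 in Δ*cnaB*Δ*cchA*, and a fall of more than 4 by 160, 184 and 148 genes. Of the upregulated genes, 362 in the parent, 368 in Δ*cnaB* and 358 in Δ*cnaB*Δ*cchA* were listed at 0 without salt, so that their fold change depends on the added constant. Averaged over the strains, AN9310, AN0635 and AN2638 rose most among the genes upregulated in all 3 strains. AN9310 went from a value listed as 0 to 438 normalized RPM in the parent and to 548 in Δ*cnaB*, and from 1.68 to 474 in Δ*cnaB*Δ*cchA*. AN2726, AN12391 and AN3284 fell most, each to a value listed as 0 with salt in every strain. For AN2726, the value without salt was 7.2 in the parent, 7.06 in Δ*cnaB* and 9.47 in Δ*cnaB*Δ*cchA*. Both orders depend on the added constant. With values listed as 0 set to 1, AN9310 and AN0635 ranked 1st and 2nd and AN2638 37th among the upregulated genes, and AN2726, AN12391 and AN3284 ranked 30th, 178th and 202nd among the downregulated genes.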

As shown in Figure 1, DEGs showed different magnitudes of up- and downregulation in response to salt stress in the various strains. Though the DEGs from Δ*cnaB* were similar to those of Δ*cnaB*Δ*cchA*, many genes were identified as being differentially expressed between these two strains. In addition, DEGs clearly self-segregated into salt stress and control clusters.

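Across the 8531 genes with a fold change in all 3 strains, the salt log2 fold changes of Δ*cnaB* and Δ*cnaB*Δ*cchA* had a Pearson correlation of 0.893 and a Spearman correlation of 0.931. The parent had a Pearson correlation of 0.804 with Δ*cnaB* and 0.801 with Δ*cnaB*Δ*cchA*. These are correlations across genes, which are not independent replicates, so no *P* value is given. The log2 fold change differed by more than 1 for 501 genes between Δ*cnaB* and Δ*cnaB*Δ*cchA*, for 1633 genes between the parent and Δ*cnaB* and for 1592 genes between the parent and Δ*cnaB*Δ*cchA*. Over the genes changed in at least 1 strain, the Pearson correlation of Δ*cnaB* with Δ*cnaB*Δ*cchA* was 0.896. Without salt, the log2 values of Δ*cnaB* and Δ*cnaB*Δ*cchA* had a correlation of 0.954, and those of the parent had 0.864 with Δ*cnaB* and 0.863 with Δ*cnaB*Δ*cchA*.

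**Figure D1:**
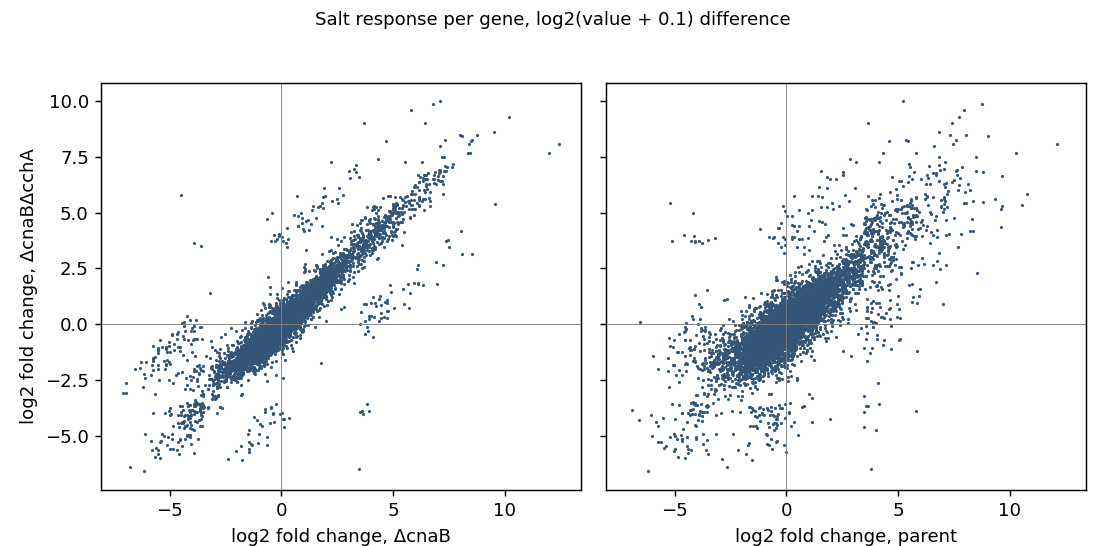
Salt response of each gene in Δ*cnaB*Δ*cchA* (vertical axes, log2 fold change) against that in Δ*cnaB* (left, horizontal axis) and in the parent (right, horizontal axis). Each point is 1 of the 8531 genes, and the points lie closer to a line on the left (Pearson correlation 0.893) than on the right (0.801).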

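Average-linkage clustering of the 6 libraries on gene-centred log2 values of the 5156 genes changed in at least 1 strain placed the 3 salt libraries in one group and the 3 control libraries in the other. The correlation between libraries of the same treatment was between 0.27 and 0.73, and that between libraries of different treatments was between -0.76 and -0.27. The genes were chosen for their difference between salt and control, which favours this grouping. The grouping was the same over all 9086 genes with a nonzero value, where libraries of the same treatment had correlations of at least 0.21 and those of different treatments at most -0.17, and with Spearman correlation.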

### 3.3. Shared and Unique DEGs Induced by Salt Stress

With the aim of better understanding the shared and unique DEGs induced by salt stress in various strains, we compared changes in gene expression between salt-stressed and nonstressed strains. We used a Venn diagram to reveal DEG distributions after exposure to salt stress in the different strains. A total of 1,382 genes were upregulated in the salt stress strains when compared with expression levels in the control strain, including 802 genes (58.03%) that were upregulated in all three salt-treated strains. 

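Of the genes upregulated in at least 1 strain, 1328 (50.5%) were upregulated in all 3 strains. A pair of strains shared 140 further genes between the parent and Δ*cnaB*, 85 between the parent and Δ*cnaB*Δ*cchA* and 271 between Δ*cnaB* and Δ*cnaB*Δ*cchA*. The shared percentage was between 44.8% and 52.8% under the other constants, filters, scalings and fold-change limits tried for these counts, and 57.7% when the DEGseq formula with unadjusted *P* values was applied to the deposited values.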

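Upregulation in a single strain was found for 439 genes in the parent, 193 in Δ*cnaB* and 175 in Δ*cnaB*Δ*cchA*. This order changed when each library was scaled to its own total, where 119 genes were upregulated only in Δ*cnaB* and 164 only in Δ*cnaB*Δ*cchA*. Among genes with a value of at least 5 in either library, 113 genes were upregulated only in Δ*cnaB*Δ*cchA*. A gene counted for a single strain can lie just under the limit of 1 in the others, and the difference between the strains was not tested.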

Interestingly, fewer genes were exclusively upregulated in Δ*cnaB*Δ*cchA* (36) than in the parent (235) or Δ*cnaB* (59) strains under salt stress (Figure 2(a)). Moreover, 1,502 genes were downregulated, among which only 431 were shared among all strains, and the numbers of genes that were exclusively downregulated in the parent, Δ*cnaB,* and Δ*cnaB*Δ*cchA* strains were 437, 134, and 114, respectively (Figure 2(b)). 

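In the deposited values, 860 genes (32.9% of the downregulated genes) were downregulated in all 3 strains, and 554 only in the parent, 266 only in Δ*cnaB* and 244 only in Δ*cnaB*Δ*cchA*. The parent shared 129 further downregulated genes with Δ*cnaB* and 145 with Δ*cnaB*Δ*cchA*, and Δ*cnaB* and Δ*cnaB*Δ*cchA* shared 419. With a fold-change limit of 2 on the log2 scale, 159 genes were downregulated in all 3 strains.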

Interestingly, the largest number of DEGs was observed in the parent strain, while the fewest were observed in Δ*cnaB*Δ*cchA*.

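Upregulated and downregulated genes together numbered 3680 in the parent, 3606 in Δ*cnaB* and 3527 in Δ*cnaB*Δ*cchA*. The order of the 3 totals was the same under each of the settings tried. The totals were 1686, 1568 and 1437 with a fold-change limit of 2, and 3874, 3869 and 3750 with each library scaled to its own total. There is no estimate of how much these totals vary between cultures of a strain.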

### 3.4. Identification of Candidate Genes for Salt Tolerance in Δ*cnaB*Δ*cchA*

Since our previously published data showed that the deletion of* cchA* could suppress hyphal growth defects caused by the loss of calcineurin under salt stress in* A. nidulans* [30], we sought to identify the genes responsible for the restoration of hyphal growth in Δ*cnaB*Δ*cchA*. Candidate genes for hyphal growth remediation were those that were upregulated to a greater extent in Δ*cnaB*Δ*cchA* than in the other strains and that were exclusively induced in Δ*cnaB*Δ*cchA*. It is noteworthy that secondary transporter genes, including* AN2841* (MFS_1 major facilitator superfamily),* AN8585* (Rossmann-fold NAD(P)(+)-binding proteins),* AN10499* (secondary metabolite biosynthesis, transport, and catabolism),* AN2638* (hexokinase),* AN9168* (MFS, conserved hypothetical protein-putative sugar transporter), and* AN3210* (MFS myo-inositol transporter), were significantly upregulated more than 4.5-fold under salt stress in all strains. However, the above secondary transporters were upregulated to a greater extent in Δ*cnaB*Δ*cchA* than in the other strains. 

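Without salt, AN2841, AN8585, AN10499, AN2638 and AN3210 were listed at 0 in all 3 strains, so their fold changes have no upper bound. From the reads in the salt libraries and the limit of listing, the lower 95% bounds of the log2 fold change were 4.75 in the parent, 3.44 in Δ*cnaB* and 3.76 in Δ*cnaB*Δ*cchA* for AN2841, and 1.56, 4.79 and 4.52 in the same strains for AN8585. For AN10499 the lower bounds were 3.08, 5.77 and 4.90, for AN2638 they were 4.00, 6.46 and 5.56, and for AN3210 they were 4.30, 4.23 and 4.79. AN9168 (mfsA in RefSeq assembly ASM1142v1) was above 0 in every library. Its value rose from 34.9 to 6747 normalized RPM in the parent, from 18.1 to 2941 in Δ*cnaB* and from 9.67 to 3003 in Δ*cnaB*Δ*cchA*. Tested over the 3 strains with limma, the log2 fold change was 7.73 for AN9168 (adjusted *P* = 0.00084), 8.17 for AN3210 (adjusted *P* = 0.00084) and 7.38 for AN8585 (adjusted *P* = 0.0025). For AN3210 and AN8585, each control library entered as the added constant alone. Their fold changes therefore depend on that constant, and their control libraries contributed no spread to the test.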

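On the log2(value + 0.1) scale, AN10499 rose by 6.83 in the parent, 9.51 in Δ*cnaB* and 8.61 in Δ*cnaB*Δ*cchA*, and AN2638 by 7.74, 10.20 and 9.27. Setting the values listed as 0 to 1 with no constant, a choice made after seeing the data, moved the fold changes of AN10499 most, to 3.50, 6.19 and 5.29. AN3210 rose by 8.04 in the parent, 7.99 in Δ*cnaB* and 8.50 in Δ*cnaB*Δ*cchA*. Since the control values of these genes are listed as 0, the order of the strains is that of their salt values. The salt value of AN10499 was 11.3 normalized RPM in the parent, 72.8 in Δ*cnaB* and 39.1 in Δ*cnaB*Δ*cchA*, and that of AN3210 was 26.1, 25.3 and 36.0. Of the 6 genes, 1 (AN3210) had its highest salt value in Δ*cnaB*Δ*cchA*, and 2 (AN3210 and AN9168) had their highest fold change there. The paper calls these secondary transporter genes, although it describes AN8585 as a NAD(P)-binding protein, AN10499 as an aldo/ketoreductase and AN2638 as a hexokinase. The term transporter genes is used here as the paper's name for the 6 genes.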

As shown in Figure 3, in Δ*cnaB*Δ*cchA*, expression levels of* AN2841*,* AN8585,* and* AN9168* were upregulated 10.0-, 8.5-, and 8.2-fold, respectively, in response to salt stress while they were upregulated only 7.0-, 6.8-, and 7.1-fold, respectively, in Δ*cnaB*. 

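The log2 fold change of AN2841 was 8.48 in the parent, 7.21 in Δ*cnaB* and 7.49 in Δ*cnaB*Δ*cchA*, with 35.6, 14.7 and 17.8 normalized RPM in the salt libraries. That of AN8585 was 5.37 in the parent, 8.54 in Δ*cnaB* and 8.23 in Δ*cnaB*Δ*cchA*, with salt values of 4.04, 37.2 and 29.9. With a constant of 1 in place of 0.1, AN2841 rose by 5.19, 3.97 and 4.24, and the order of the strains was the same. For AN9168, which has reads in every library, the log2 fold change was 7.59 in the parent (95% interval 7.52 to 7.67), 7.34 in Δ*cnaB* (7.25 to 7.45) and 8.26 in Δ*cnaB*Δ*cchA* (8.15 to 8.4). The intervals of the 3 strains do not overlap, nor do they with 50% of the reads.

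**Figure D2:**
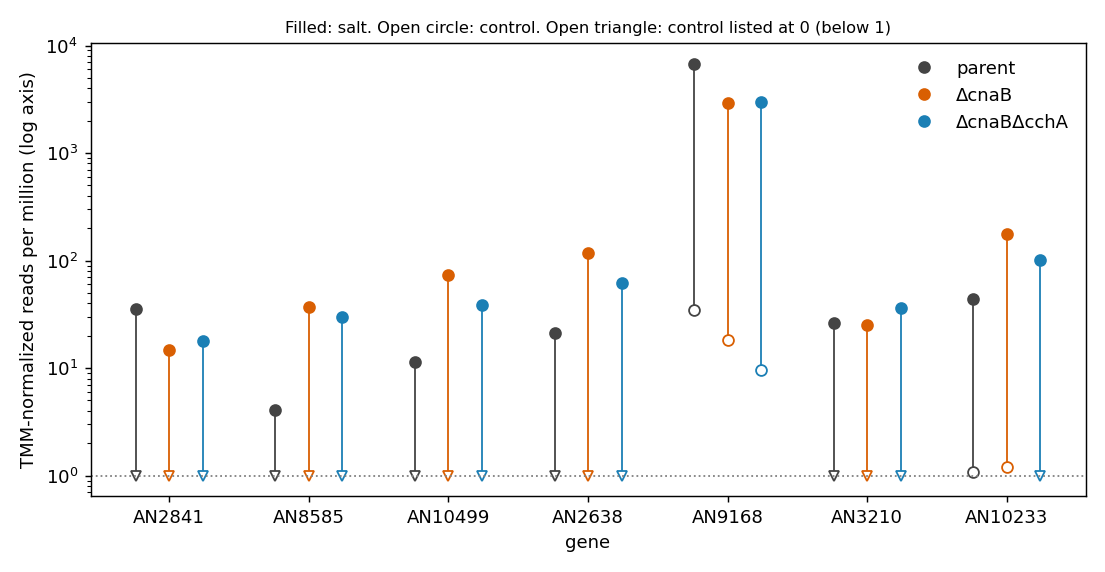
Normalized RPM (vertical log axis) of the genes that the paper calls secondary transporters and of AN10233 (horizontal axis) in each strain. Filled points are salt libraries and open points control libraries, with a triangle at the dotted line of 1 where the control is listed at 0. The salt point of Δ*cnaB*Δ*cchA* is the highest of the 3 strains for AN3210 and not for the other genes.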

As expected, the above secondary transporter genes were among the top 12 genes with the greatest upregulation in Δ*cnaB*Δ*cchA*. 

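Ranked by log2 fold change among the 8856 genes with a value in Δ*cnaB*Δ*cchA*, AN2638 was 4th, AN10499 7th, AN3210 8th, AN9168 11th, AN8585 12th and AN2841 22nd. Of the 6 genes, 5 were thus among the first 12. The number was 4 with a constant of 0.01 and 1 with a constant of 1, where only AN9168 remained. The other genes have control values listed as 0, so the constant sets the size of their fold changes. A control listed as 0 does not by itself remove a gene. AN10233, also listed at 0 without salt in Δ*cnaB*Δ*cchA*, ranked 4th with a constant of 1.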

Based on this, these transporter genes were selected as candidate genes for both salt tolerance and hyphal growth remediation. 

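AN0531 was listed at 0 in both parent libraries, and its log2 fold change was 0.70 (95% interval 0.66 to 0.73) in Δ*cnaB* and 1.06 (1.02 to 1.10) in Δ*cnaB*Δ*cchA*. The fold change of AN5593 was 0.57 in the parent, 1.00 in Δ*cnaB* (0.92 to 1.09) and 1.15 in Δ*cnaB*Δ*cchA* (1.07 to 1.24). That of AN6718 was 0.92, 1.03 (0.94 to 1.13) and 1.77 (1.67 to 1.88) in the same strains. For AN8035 it was 0.83, 0.93 (0.83 to 1.03) and 1.3 (1.23 to 1.37), and for AN9528 (mmm1 in RefSeq assembly ASM1142v1) 1.10, 1.14 (1.04 to 1.26) and 1.47 (1.38 to 1.56). By the limit of 1, AN0531 and AN8035 were upregulated only in Δ*cnaB*Δ*cchA*, AN5593 and AN6718 in both deletion strains, and AN9528 in all 3 strains. With each library scaled to its own total, the genes upregulated only in Δ*cnaB*Δ*cchA* were AN6718, AN8035 and AN9528. The fold change was highest in Δ*cnaB*Δ*cchA* for each of the 5 genes. The value with salt was highest there only for AN8035 and AN9528. With salt, AN0531 had 282 normalized RPM in Δ*cnaB*Δ*cchA* against 445 in Δ*cnaB*, and AN6718 had 62.0 against 66.3. AN5593 had 78.6 in Δ*cnaB*Δ*cchA*, 84.0 in Δ*cnaB* and 95.8 in the parent. These values compare strains that were normalized in separate pairs of libraries.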

Specifically, among the 36 upregulated genes unique to Δ*cnaB*Δ*cchA*,* AN0531* (secondary transporter* AcrB*),* AN5593* (F-box and WD domain protein),* AN6718* (AAA family ATPase),* AN8035* (heat shock transcription factor), and* AN9528* (maintenance of mitochondrial morphology protein 1, MMM1) have been reported to be activated by abiotic stress in other organisms [45–51]. Hence, it seems that the upregulation of secondary transporters and increased expression of the above DEGs in Δ*cnaB*Δ*cchA* may lead to hyphal growth remediation in response to salt stress.

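The counting error of each fold change comes from a single pair of libraries, and the differences between the strains have no estimate of the spread between cultures. The paper's line of reasoning starts from the restored growth of Δ*cnaB*Δ*cchA* under salt. It takes as candidates the transporter genes whose fold change in Figure 3 exceeds that of the other strains and which it places among the 12 most upregulated genes of Δ*cnaB*Δ*cchA*, together with genes upregulated in Δ*cnaB*Δ*cchA* alone that are known to respond to abiotic stress elsewhere. From these, the paper proposes that the upregulation of secondary transporters and of the stress-responsive genes may lead to the remediation of hyphal growth.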

### 3.5. Validation of RNA-seq Results by qRT-PCR

To validate the reliability of our transcriptome sequencing data, eight DEGs were randomly selected for qRT-PCR validation in the relevant strains in the presence or absence of 800 mM NaCl. Fold changes from qRT-PCR were compared with the RNA-seq expression analysis results. 

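In the RNA-seq values, AN2435 (aclA in RefSeq assembly ASM1142v1) had a log2 fold change of -3.2 in the parent, -3.55 in Δ*cnaB* and -2.97 in Δ*cnaB*Δ*cchA*, and AN8907 had -2.79, -2.44 and -2.32. AN8815 rose by 2.02, 1.91 and 1.53 in the same strains, AN3085 by 6.13, 3.40 and 4.43, and AN6881 by 5.71, 4.23 and 3.94. AN7902 and AN7903 rose by 4.12 and 3.49 in the parent and fell in both deletion strains. AN7902 changed by -2.95 in Δ*cnaB* and -2.64 in Δ*cnaB*Δ*cchA*, and AN7903 by -3.53 and -3.22. In the parent, both were listed at 0 without salt and had 1.64 and 1.02 normalized RPM with salt, which stand for 74 and 46 reads. The lower 95% bound of the parent's fold change was 0.19 for AN7902 and -0.57 for AN7903, and -0.06 and -0.85 with 50% of the reads. AN7893 had 2.39 and 3.86 normalized RPM in the parent, a log2 fold change of 0.67 (95% interval 0.34 to 1.06), and fell by 1.59 in Δ*cnaB* and by 1.64 in Δ*cnaB*Δ*cchA*. Actin (act1, AN6542) had a log2 fold change of 0.30 in the parent, 0.45 in Δ*cnaB* and 0.39 in Δ*cnaB*Δ*cchA*.

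**Figure D3:**
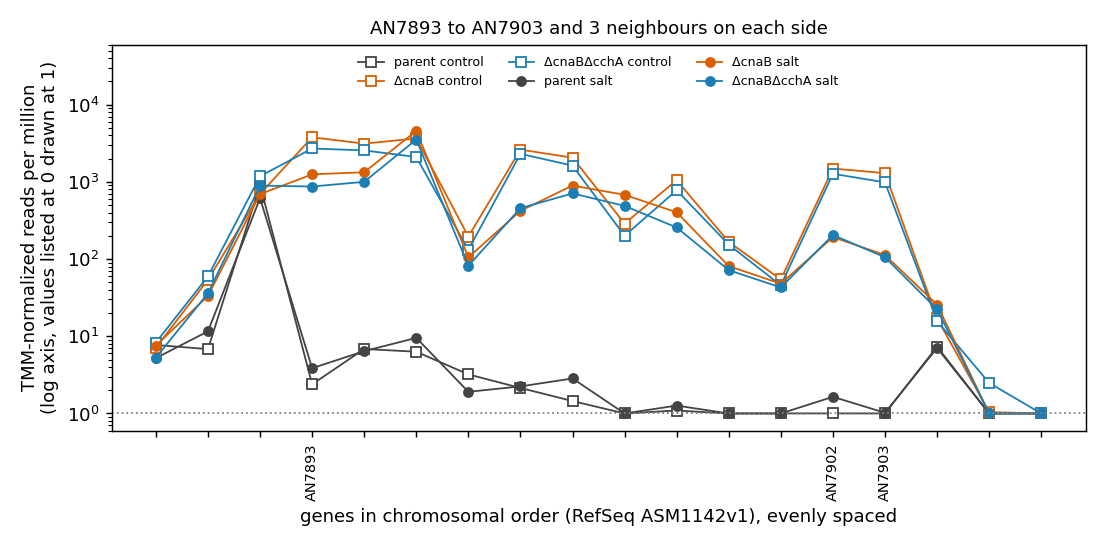
Normalized RPM (vertical log axis, values listed at 0 drawn at 1) of the 12 genes from AN7893 to AN7903 and 3 neighbouring genes on each side, in chromosomal order in RefSeq assembly ASM1142v1 (horizontal axis, not to scale). Each line joins the values of 1 library. All 12 genes are lower in the parent libraries than in the 4 libraries of the deletion strains.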

As expected, the results of qRT-PCR were similar to those of RNA-seq, with virtually identical trends in up- or downregulation for each gene in the indicated strains (Figure 4), suggesting the reliability and accuracy of the RNA-seq expression analysis.

### 3.6. Gene Ontology Analysis of DEGs

To gain insight into the functional roles of DEGs in the regulation of fungal hyphal growth under salt stress, we conducted GO enrichment analysis of DEGs using GOseq software. For GO term analysis, up- and downregulated DEGs were annotated with the biological process, molecular function, and cellular component ontologies. Of the 30 most enriched GO terms, 17 were shared by Δ*cnaB* and Δ*cnaB*Δ*cchA*, such as the terms cellular response to oxidative stress, negative regulation of G0 to G1 transition, mitochondrial outer membrane, intracellular, glycerol-3-phosphate metabolic process, and phosphatidylinositol metabolic process (Figures 5(a) and 5(b)). In particular, 12 significantly enriched GO terms, such as those related to transport processes (i.e., the GO terms transport, Golgi to plasma membrane protein transport, and P-P-bond-hydrolysis-driven protein transmembrane transporter activity), protein binding processes (heat shock protein binding and proteasome binding), and cell growth processes (mitotic spindle elongation and spindle midzone), were associated with response to salt stress exclusively in Δ*cnaB*Δ*cchA* (Table S3). 

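The gene lists of the GO terms were not used here. As a related set, 10 heat shock and chaperone genes were chosen by their symbols in RefSeq assembly ASM1142v1, after the counts of changed genes and before the values of the set were seen. Their median log2 fold change was -0.89 in the parent, -1.43 in Δ*cnaB* and -1.31 in Δ*cnaB*Δ*cchA*. Among 10000 random lists of the same size matched on mean expression, these medians lay at percentiles 1.2, 0 and 0.02. The downregulated genes of the set numbered 4 in the parent, 8 in Δ*cnaB* and 7 in Δ*cnaB*Δ*cchA*, and none was upregulated. Matching the lists on gene length as well, with expression matched more coarsely, moved the percentile of the parent most, to 0.4.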

As shown in Figure S1, the most enriched GO terms in response to salt stress in the parent strain were translation, nucleolus, cytosol, ribosome associative function, RNA binding, and RNA polymerase activity (RNA polymerase I and RNA polymerase III). In addition, GO terms associated with calcium channels, such as calcium ion transport, cellular calcium ion homeostasis, sulfate transport, cellular iron ion homeostasis, cellular response to osmotic stress, nucleocytoplasmic transport, protein channel activity, and electron carrier activity, were exclusively enriched in the parent strain (Table S4), further indicating that the calcium signaling pathway plays a vital role in the adaptation of fungi to salt stress by regulating the influx and efflux of ions.

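For 7 ribosomal protein genes chosen by symbol, the median log2 fold change was -0.82 in the parent, -0.84 in Δ*cnaB* and -0.72 in Δ*cnaB*Δ*cchA*. The medians lay at percentiles 11.1, 18.3 and 14.4 of expression-matched random lists. They lay at 5.13, 6.82 and 6.16 of lists matched on gene length as well, with expression matched more coarsely. Each of the 7 genes fell in every strain, and 1 passed the limit of 1, in Δ*cnaB*.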

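The genes of the enriched GO terms were not analysed here. A set of 7 genes for calcium transport and signaling, chosen by symbol (crzA, midA, pmcA, pmcB, pmcC, pmr1 and yvc1), had a median log2 fold change of -0.22 in the parent, -0.12 in Δ*cnaB* and -0.41 in Δ*cnaB*Δ*cchA*. These medians lay at percentiles 36.1, 41.7 and 20.9 of expression-matched random lists. In the parent 2 of the genes were downregulated, and in each deletion strain 2 were upregulated and 1 was downregulated.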

### 3.7. KEGG Classifications of DEGs

To gain insight into the physiological and gene pathways involved in the response to salt stress in each strain, DEGs were classified using the KEGG database (Figures 6(a) and 6(b) and S2). This database integrates genomic, chemical, and systemic functional information, aiding in the study of the complex biological behaviors of genes. KEGG classification of genes differentially expressed in strains under salt stress revealed that the RNA polymerase, ribosome biogenesis in eukaryotes, and vitamin B6 metabolism pathways were the most enriched in the parent strain (Figure S2), while the taurine and hypotaurine metabolism, nitrogen metabolism, and steroid biosynthesis pathways were the most enriched in Δ*cnaB* (Figure 6(a)). 

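A set of 28 ribosome biogenesis genes chosen by symbol had a median log2 fold change of -2.75 in the parent, -0.65 in Δ*cnaB* and -1.02 in Δ*cnaB*Δ*cchA*. The medians lay at percentile 0 of expression-matched random lists in the parent and Δ*cnaB*Δ*cchA* and at 0.77 in Δ*cnaB*. The downregulated genes of the set numbered 27 in the parent, 10 in Δ*cnaB* and 14 in Δ*cnaB*Δ*cchA*. For 27 of the 28 genes the fold change was lowest in the parent, and the median difference between the parent and the mean of the deletion strains was -1.78, at percentile 0 of random lists for the same difference. Of the vitamin B6 pathway, the gene *pyroA* (AN7725) had a log2 fold change of -1.82 in the parent, -0.49 in Δ*cnaB* and -0.37 in Δ*cnaB*Δ*cchA*.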

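A set of 5 nitrogen metabolism genes chosen by symbol (crnA, cyn1, glnA, niaD and niiA) had a median log2 fold change of -2.38 in Δ*cnaB*Δ*cchA* and -2.83 in Δ*cnaB*, each at percentile 0 of expression-matched random lists. In both deletion strains 4 of the 5 genes were downregulated and 1 was upregulated. The median in the parent was -2.76, also at percentile 0. For 15 ergosterol synthesis genes chosen in the same way, the median was -1.12 in Δ*cnaB*Δ*cchA*, -1.07 in Δ*cnaB* and -1.43 in the parent, at percentiles 0, 0.03 and 0. The downregulated ergosterol genes numbered 9 in Δ*cnaB*Δ*cchA*, 8 in Δ*cnaB* and 10 in the parent, and 3 were upregulated in each strain.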

In Δ*cnaB*Δ*cchA* under salt stress, the most enriched pathways were nitrogen metabolism, followed by steroid biosynthesis and folate biosynthesis (Figure 6(b)).

## 4. Discussion

Our previously published data showed that the deletion of* cchA* could ameliorate hyphal growth defects caused by the loss of calcineurin under salt stress in* A. nidulans*. A number of studies have highlighted the importance of calcineurin in the stress response in both fungi [11, 14, 19, 23]; however, the complex molecular responses and signal transduction pathways that may compensate for the function of calcineurin-CchA in fungi under salt stress remain to be fully elucidated. RNA-seq analyses of transcriptomic profiles are commonly used as a robust approach for assessing transcriptional responses to different experimental conditions [52, 53]. Therefore, we explored global expression differences among the parent, Δ*cnaB*, and Δ*cnaB*Δ*cchA* strains of* A. nidulans* in response to salt stress in order to identify candidate genes that mediate salt tolerance in a calcineurin/CchA-independent manner. From the results, we developed a tentative model for the signal tranduction network of salt stress responses and growth in* A. nidulans* (Figure 7). The keys to understand the potential mechanisms of salt stress adaption in* A. nidulans* are discussed below.

Emerging data have shown that secondary metabolism is closely related to the regulation of the oxidative stress response in fungi. In* A. nidulans*, Emri et al. identified that various stresses, including NaCl, significantly influence the synthesis of secondary metabolites, as they affect the transcription of secondary metabolite biosynthetic loci [54]. Similarly, our transcriptome data also indicated that the GO term “Biosynthesis of secondary metabolites” was enriched in both the parent and the deletion strains (data not shown). Moreover, previous studies have indicated that* AtfA* is essential for the tolerance to oxidative and heat stress, as well as normal vegetative growth and sporulation in* A. nidulans* [55–57]. In addition, numerous genes are regulated through the SskA–HogA–AtfA signaling pathway in response to nonionic osmotic stress in* A. nidulans* triggered by sorbitol [55]. Our study found that the MAPK pathway was typical of the upregulated genes and that the expression of* hogA* and* atfA* was upregulated in all strains under unstressed conditions, indicating that the salt stress regulation of* atfA* was calcium channel-independent. 

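The gene *hogA* (AN1017, named sakA in RefSeq assembly ASM1142v1) had 179 normalized RPM in the parent, 277 in Δ*cnaB* and 265 in Δ*cnaB*Δ*cchA* without salt. With salt it rose to 1196, 1367 and 1376, log2 fold changes of 2.74 (95% interval 2.71 to 2.78), 2.31 (2.28 to 2.33) and 2.38 (2.35 to 2.40). The gene *atfA* (AN2911) had 148, 148 and 153 normalized RPM without salt, and its log2 fold change was 1.56 (1.52 to 1.60) in the parent, 1.64 (1.61 to 1.69) in Δ*cnaB* and 1.57 (1.53 to 1.61) in Δ*cnaB*Δ*cchA*. Over the 3 strains, the adjusted *P* value from limma was 0.00088 for *hogA* (AN1017) and 0.001 for *atfA* (AN2911). For *hogA*, none of the 3 intervals overlap. For *atfA*, the intervals of the parent and Δ*cnaB* do not overlap, and the interval of Δ*cnaB*Δ*cchA* overlaps both. With 50% of the reads, the intervals of the deletion strains overlap for *hogA*, and all 3 overlap for *atfA*.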

In the present study, the parent strain demonstrated a transcriptional upregulation of genes encoding proteins involved in carbohydrate, lipid, and trehalose metabolic processes, while genes encoding proteins involved in primary metabolic processes, RNA processing, and DNA-dependent DNA replication initiation were downregulated, which is in accordance with the results for* Aspergillus fumigatus* under osmotic stress [58].

To date, it has been revealed that secondary transporters, including uniporters, symporters, and antiporters, facilitate tolerance to salt stress through the transportation of a number of ions and secondary metabolic substrates across cytoplasmic or internal membranes in a variety of organisms. The MFS are a primary class of uniporters, symporters, and antiporters [59, 60]. These proteins play vital roles in ion homeostasis, such as Na^+^ uptake via phosphate, potassium, and hydrogen ions under salt stress [60, 61]. In the rat, uniporters have been reported to play an important role in maintaining cell permeability [62]. Moreover, symporters are major determinants in the resistance of* Mesembryanthemum crystallinum* to salt stress [63]. Studies in adult* Drosophila* have shown that when exposed to dietary salt stress, genes encoding symporters were significantly overexpressed. Furthermore, the critical roles of antiporters in salt stress resistance have been widely reported. For instance, a study in* Drosophila* and humans revealed that Nha1 and Nha2, members of the cation/proton antiporter (CPA) family, are essential for ion homeostasis and salt stress [64]. Similarly, a recent study indicated that TaNHX3, a Na^+^/H^+^ antiporter gene, plays an important role in regulating cytosolic Na^+^ transport within vacuoles under high salinity, alleviating the damaging effects of Na^+^; overexpression of TaNHX3 enhances salt tolerance in tobacco plants [65].

Consistent with previous reports, our data indicate that the mRNA levels of secondary transporter genes are significantly increased in response to salt stress. The expression levels of* AN2841*,* AN8585*, and* AN9168* were upregulated to a greater extent in Δ*cnaB*Δ*cchA* than in Δ*cnaB* in response to salt stress. With the exception of* AN2638*, all secondary transporter genes were upregulated to a greater extent in Δ*cnaB*Δ*cchA* than in the parent and Δ*cnaB* strains, suggesting that secondary transporters may help cells to avoid the toxicity of harmful ions via the transport system. These transporters likely play a critical role in improving salt stress tolerance in fungi, thus bypassing the requirement for calcineurin to some extent during salt stress in Δ*cnaB*Δ*cchA*.

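In the salt libraries, the value in Δ*cnaB*Δ*cchA* divided by that in Δ*cnaB* was 1.22 for AN2841, 0.81 for AN8585, 0.54 for AN10499, 0.52 for AN2638, 1.02 for AN9168 and 1.42 for AN3210. Divided by the value in the parent, it was 0.50 for AN2841, 7.41 for AN8585, 3.46 for AN10499, 2.89 for AN2638, 0.45 for AN9168 and 1.38 for AN3210. These ratios compare strains that were normalized in separate pairs of libraries.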

Among the 36 genes exclusively induced in Δ*cnaB*Δ*cchA*, the increased expression of six responsive genes in particular, transporter* AcrB*, AAA family ATPase, F-box and WD protein* (FBO)*, heat shock protein, and maintenance of mitochondrial morphology protein 1* (MMM1)*, has been reported to be activated by abiotic stress in other organisms and may lead to hyphal growth remediation and salt adaption in response to high NaCl stress in Δ*cnaB*Δ*cchA*. 

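Over the 3 strains, limma gave a log2 fold change of 0.91 for AN5593 (adjusted *P* = 0.0096), 1.24 for AN6718 (adjusted *P* = 0.0094), 1.02 for AN8035 (adjusted *P* = 0.0055) and 1.24 for AN9528 (adjusted *P* = 0.0031), and each of these 4 genes rose in all 3 strains. For AN0531, listed at 0 in the parent, it gave 0.59 (adjusted *P* = 0.106). Among all genes with a value in Δ*cnaB*Δ*cchA*, the fold change of AN6718 ranked 1077th, AN9528 1340th, AN8035 1495th, AN5593 1656th and AN0531 1782nd.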

For example, the multidrug transporter AcrB, a heavy metal cation efflux protein, plays a significant role in salt resistance in* Escherichia coli* [45]. According to previous reports [46], AAA family ATPase contributes to shoot adaption to salt stress in Tibetan wild barley. In addition, previous research on the fungus* Ascochyta rabiei* found that expression of F-box and WD protein* (FBO)* and several heat shock proteins was highly induced under oxidative stress [47]. Moreover, FBO proteins have been shown to act as scavenger proteins in the cell [48] and to control the cell division cycle, morphogenesis, nutrient sensing, and calcium signaling in various fungi, such as* Magnaporthe oryzae* and* Fusarium oxysporum* [49]. Furthermore, F-box domain proteins have been reported to play crucial roles in regulating various developmental processes and stress responses [51]. A study in* A. fumigatus* showed that the MMM1 protein is important in maintaining mitochondrial morphology; the ER–mitochondria structure accelerates hyphal growth and is involved in virulence of the pathogenic mold [50]. Therefore, it is probable that FBO and MMM1 have an active influence on growth and development in fungi. Taken together, these findings suggest that the increased expression of the above genes in Δ*cnaB*Δ*cchA* may mediate salt adaptation in a calcineurin/CchA-independent manner in response to salt stress.

Filamentous fungi grow through elongating hyphae at their tips to generate primary hyphae that branch to produce secondary hyphae [66]. This involves cytoplasmic streaming to the apical tip, which occurs by the establishment of internal osmotic gradients involving the transport of various ions toward the hyphae [67]. As expected, in the present study, the functional classification of DEGs in Δ*cnaB*Δ*cchA* showed that transport processes (transport, Golgi to plasma membrane protein transport, and P-P-bond-hydrolysis-driven protein transmembrane transporter activity), heat shock protein binding, and cell growth processes (mitotic spindle elongation and spindle midzone) were specifically induced by salt stress, while the parent strain was exclusively enriched for functions related to calcium, indicating that cellular transportation mechanisms compensate for the loss of calcineurin-CchA and play pivotal roles in fungal hyphal growth under salt stress. Spindle elongation and spindle midzone processes play important roles in mitosis, and previous studies from our laboratory and from others have consistently shown that timely cytokinesis/septation (cell division) is essential for hyphal growth in filamentous fungi [68, 69]. Consequently, these results imply that transporter genes represent a potentially unexplored pathway for enhancing salt tolerance. Genes related to transport, heat shock, and mitosis may play roles in the restoration of hyphal growth in Δ*cnaB*Δ*cchA* under salt stress.

In summary, this work identified the roles of secondary transporters and other stress-responsive genes in the abiotic salt stress response, providing the basis for a calcineurin-CchA-independent mechanism of salt stress adaption in* Aspergillus*. The candidate genes identified here should be valuable for further targeted studies on salt tolerance in fungi. However, more work is needed to further characterize the products of these calcineurin-independent genes and to elucidate their roles in the response to environmental stress in* Aspergillus*. Notably, more detailed knowledge of the genes involved in salt tolerance in fungi, together with a greater understanding of the mechanisms underlying the development of fungal polarized growth, will be of great help in finding novel drug therapies for fungal infections.

## Supplementary Material

Table S1. List of A. nidulans strains used in this study. Table S2. List of primers used in this study. Table S3. Unique significant enriched GO terms related to ΔcnaBΔcchA strain following salt stress challenge. Table S4. Unique significant enriched GO terms involved in wild type strain following salt stress challenge. Figure S1. Most enriched GO terms among DEGs induced by salt stress in wild-type A. nidulans. For each enriched GO term with a Bonferroni P-value < 0.01, the ontology to which the GO term belongs is shown (BP = Biological Process; CC = Cellular Component; MF = Molecular Function). Figure S2. KEGG pathway enrichment of DEGs induced by salt stress in wild-type A. nidulans. The x-axis indicates the enrichment factor of each pathway, and the y-axis indicates each pathway.

## Figures and Tables

**Figure 1:**
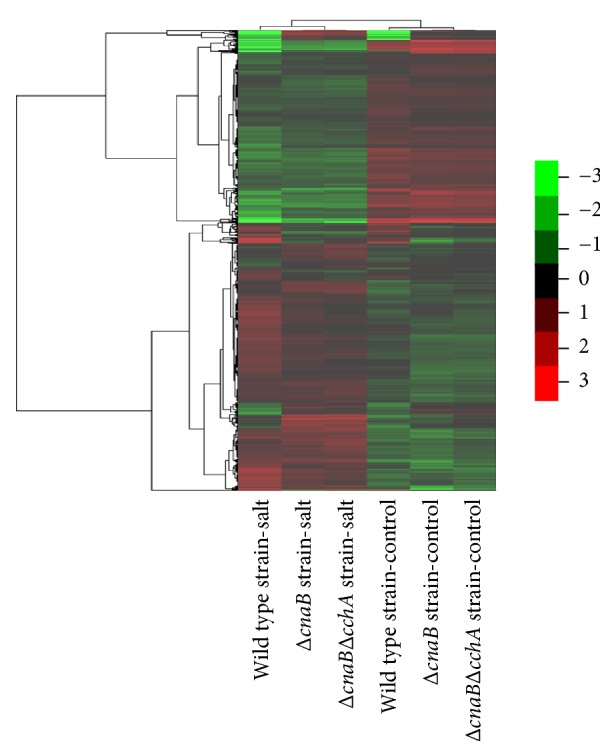
Hierarchical cluster analysis of DEGs. Expression patterns of DEGs in the parent, Δ*cnaB,* and Δ*cnaB*Δ*cchA* strains in the absence and presence of salt stress treatment.

**Figure 2:**
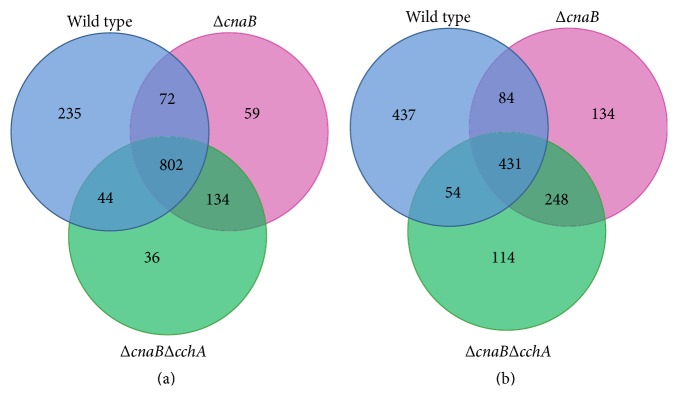
Venn diagram summarizing genes up- or downregulated in each strain under salt stress. DEGs shared by two or three strains are shown in overlapping sections. (a) Numbers of upregulated genes in the parent, Δ*cnaB,* and Δ*cnaB*Δ*cchA* strains under salt stress. (b) Numbers of downregulated genes in the parent, Δ*cnaB,* and Δ*cnaB*Δ*cchA* strains under salt stress.

**Figure 3:**
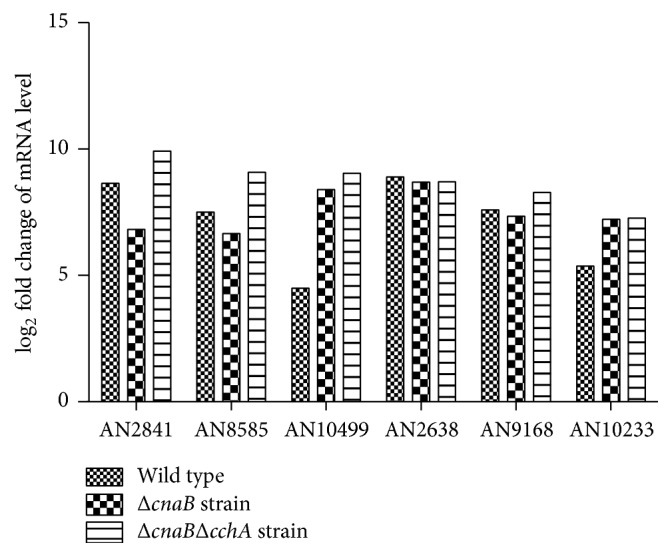
Relative upregulation in mRNA levels of secondary transporter genes under salt stress. Fold changes in mRNA levels of* AN2841* (MFS_1 major facilitator superfamily),* AN8585* (Rossmann-fold NAD(P)(+)-binding proteins),* AN10499* (aldo/ketoreductase, related to diketogulonate reductase, secondary metabolite biosynthesis, transport, and catabolism),* AN2638* (hexokinase),* AN9168* (conserved hypothetical protein-putative sugar transporter), and* AN3210* (MFS myo-inositol transporter) after salt stress treatment.

**Figure 4:**
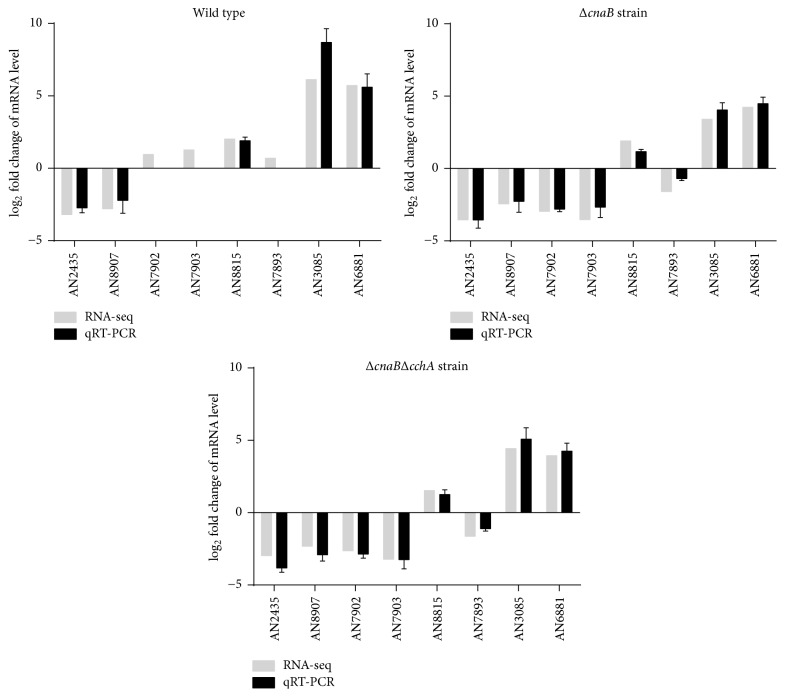
Validation of RNA-seq data by qRT-PCR. Eight genes were randomly selected from the entire genome, and expression levels were measured by qRT-PCR in the relevant strains in the presence and absence of salt stress treatment.

**Figure 5:**
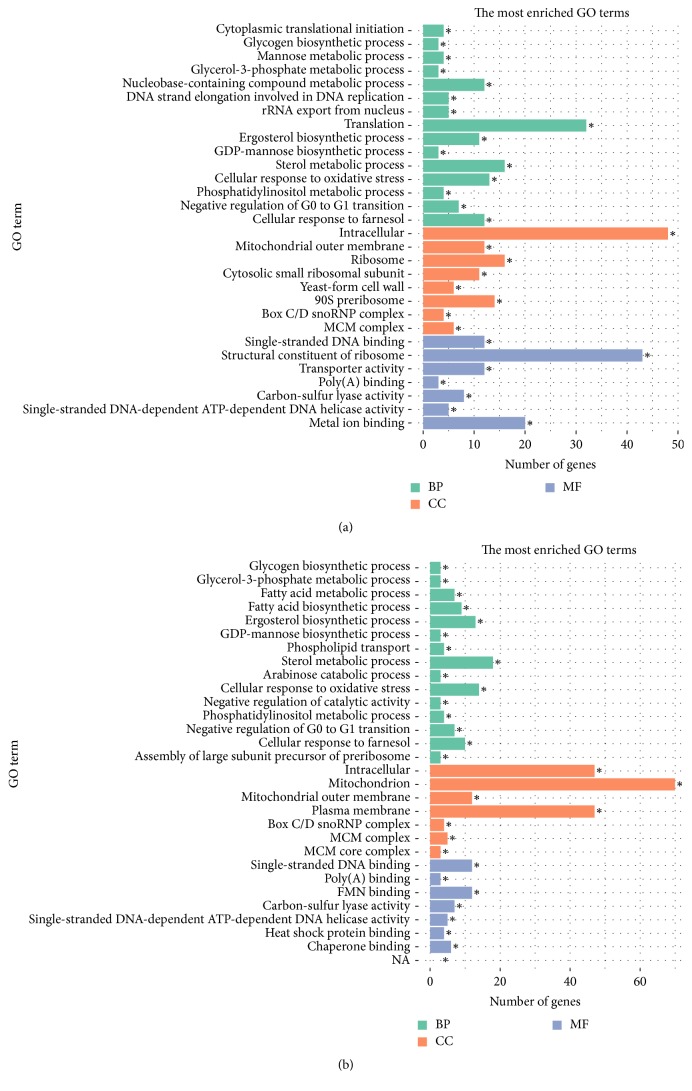
Most enriched GO terms among DEGs in Δ*cnaB* and Δ*cnaB*Δ*cchA* strains. (a) Most enriched GO terms among DEGs induced by salt stress in Δ*cnaB*. (b) Most enriched GO terms among DEGs induced by salt stress in Δ*cnaB*Δ*cchA*. For each enriched GO term with a Bonferroni *P* value < 0.05, the ontology to which the GO term belongs is shown (BP = biological process; CC = cellular component; MF = molecular function). ^*∗*^*p* < 0.05.

**Figure 6:**
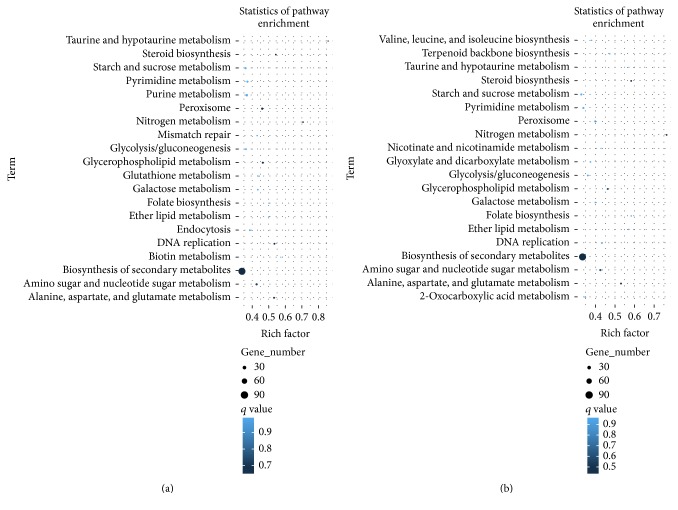
KEGG pathway enrichment analysis of DEGs in Δ*cnaB* and Δ*cnaB*Δ*cchA* strains. (a) KEGG pathway enrichment of DEGs in Δ*cnaB*. (b) KEGG pathway enrichment of DEGs in Δ*cnaB*Δ*cchA*. The *x*-axis indicates the enrichment factor of each pathway, and the *y*-axis indicates each pathway.

**Figure 7:**
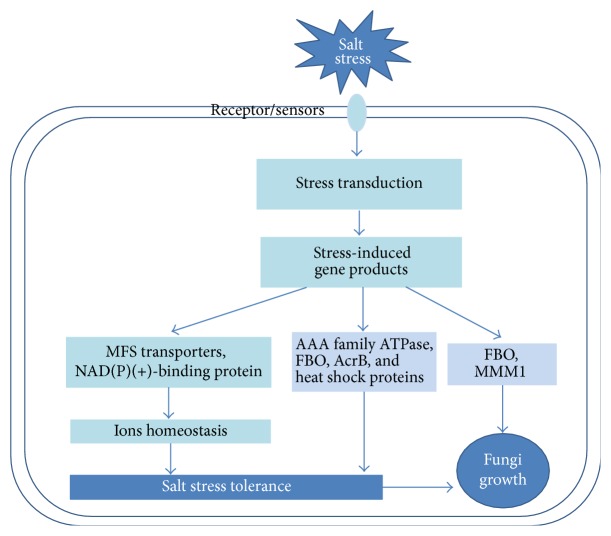
Signal transduction network of salt stress response and growth in* A. nidulans.*

## References

[1] Colinet A.-S., Sengottaiyan P., Deschamps A. (2016). Yeast Gdt1 is a Golgi-localized calcium transporter required for stress-induced calcium signaling and protein glycosylation. *Scientific Reports*.

[2] Miskei M., Karányi Z., Pócsi I. (2009). Annotation of stress-response proteins in the aspergilli.. *Fungal genetics and biology : FG & B*.

[3] Saito H. (2010). Regulation of cross-talk in yeast MAPK signaling pathways. *Current Opinion in Microbiology*.

[4] Xu J.-R. (2000). MAP kinases in fungal pathogens. *Fungal Genetics and Biology*.

[5] Zhang J.-L., Shi H. (2013). Physiological and molecular mechanisms of plant salt tolerance. *Photosynthesis Research*.

[6] Parida A., Das A. B., Das P. (2002). NaCl stress causes changes in photosynthetic pigments, proteins, and other metabolic components in the leaves of a true mangrove,Bruguiera parviflora, in hydroponic cultures. *Journal of Plant Biology*.

[7] Matsumoto T. K., Ellsmore A. J., Cessna S. G. (2002). An osmotically induced cytosolic Ca2+ transient activates calcineurin signaling to mediate ion homeostasis and salt tolerance of Saccharomyces cerevisiae. *Journal of Biological Chemistry*.

[8] Mendoza I., Rubio F., Rodriguez-Navarro A., Pardo J. M. (1994). The protein phosphatase calcineurin is essential for NaCl tolerance of Saccharomyces cerevisiae. *Journal of Biological Chemistry*.

[9] Rusnak F., Mertz P. (2000). Calcineurin: form and function. *Physiological Reviews*.

[10] Fox D. S., Cruz M. C., Sia R. A. L. (2001). Calcineurin regulatory subunit is essential for virulence and mediates interactions with FKBP12-FK506 in Cryptococcus neoformans. *Molecular Microbiology*.

[11] Juvvadi P. R., Lamoth F., Steinbach W. J. (2014). Calcineurin as a multifunctional regulator: unraveling novel functions in fungal stress responses, hyphal growth, drug resistance, and pathogenesis. *Fungal Biology Reviews*.

[12] Steinbach W. J., Cramer R. A., Perfect B. Z. (2006). Calcineurin controls growth, morphology, and pathogenicity in Aspergillus fumigatus. *Eukaryotic Cell*.

[13] Stie J., Fox D. (2008). Calcineurin regulation in fungi and beyond. *Eukaryotic Cell*.

[14] Cyert M. S. (2003). Calcineurin signaling in *Saccharomyces cerevisiae*: how yeast go crazy in response to stress. *Biochemical and Biophysical Research Communications*.

[15] Mendoza I., Quintero F. J., Bressan R. A., Hasegawa P. M., Pardo J. M. (1996). Activated calcineurin confers high tolerance to ion stress and alters the budding pattern and cell morphology of yeast cells. *Journal of Biological Chemistry*.

[16] Yoshida T., Toda T., Yanagida M. (1994). A calcineurin-like gene ppb1+ in fission yeast: Mutant defects in cytokinesis, cell polarity, mating and spindle pole body positioning. *Journal of Cell Science*.

[17] Sanglard D., Ischer F., Marchetti O., Entenza J., Bille J. (2003). Calcineurin A of Candida albicans: Involvement in antifungal tolerance, cell morphogenesis and virulence. *Molecular Microbiology*.

[18] Cruz M. C., Fox D. S., Heitman J. (2001). Calcineurin is required for hyphal elongation during mating and haploid fruiting in Cryptococcus neoformans. *EMBO Journal*.

[19] Cruz M. C., Goldstein A. L. (2002). Calcineurin is essential for survival during membrane stress in Candida albicans. *EMBO Journal*.

[20] Kothe G. O., Free S. J. (1998). Calcineurin subunit B is required for normal vegetative growth in Neurospora crassa. *Fungal Genetics and Biology*.

[21] Nanthakumar N. N., Dayton J. S., Means A. R. (1996). Role of Ca++/calmodulin binding proteins in Aspergillus nidulans cell cycle regulation. *Prog Cell Cycle Res*.

[22] Harel A., Bercovich S., Yarden O. (2006). Calcineurin is required for sclerotial development and pathogenicity of Sclerotinia Sclerotiorum in an oxalic acid-independent manner. *Molecular Plant-Microbe Interactions*.

[23] Cervantes-Chávez J. A., Ali S., Bakkeren G. (2011). Response to environmental stresses, cell-wall integrity, and virulence are orchestrated through the calcineurin pathway in ustilago hordei. *Molecular Plant-Microbe Interactions*.

[24] Serrano R., Mulet J. M., Rios G. (1999). A glimpse of the mechanisms of ion homeostasis during salt stress. *Journal of Experimental Botany*.

[25] Serrano R., Gaxiola R. (1994). Microbial models and salt stress tolerance in plants. *Critical Reviews in Plant Sciences*.

[26] Naliwajski M. R., Skłodowska M. (2014). The oxidative stress and antioxidant systems in cucumber cells during acclimation to salinity. *Biologia Plantarum*.

[27] Gao C., Jiang B., Wang Y., Liu G., Yang C. (2012). Overexpression of a heat shock protein (ThHSP18.3) from Tamarix hispida confers stress tolerance to yeast. *Molecular Biology Reports*.

[28] Zou J., Liu C., Liu A., Zou D., Chen X. (2012). Overexpression of OsHsp17.0 and OsHsp23.7 enhances drought and salt tolerance in rice. *Journal of Plant Physiology*.

[29] Wang S., Cao J., Liu X. (2012). Putative calcium channels CchA and MidA play the important roles in conidiation, hyphal polarity and cell wall components in *Aspergillus nidulans*. *PLoS ONE*.

[30] Wang S., Liu X., Qian H., Zhang S., Lu L. (2016). Calcineurin and calcium channel CchA coordinate the salt stress response by regulating cytoplasmic Ca2+ homeostasis in Aspergillus nidulans. *Applied and Environmental Microbiology*.

[31] Nayak T., Szewczyk E., Oakley C. E. (2006). A versatile and efficient gene-targeting system for Aspergillus nidulans. *Genetics*.

[32] Käfer E. (1977). Meiotic and Mitotic Recombination in Aspergillus and Its Chromosomal Aberrations. *Advances in Genetics*.

[33] Wang J., Hu H., Wang S. (2009). The important role of actinin-like protein (AcnA) in cytokinesis and apical dominance of hyphal cells in Aspergillus nidulans. *Microbiology*.

[34] Simms D., Cizdziel P. E., Chomczynski P. (1993). TRIzol: a new reagent for optimal single-step isolation of RNA. *Focus*.

[35] Trapnell C., Williams B. A., Pertea G. (2010). Transcript assembly and quantification by RNA-Seq reveals unannotated transcripts and isoform switching during cell differentiation. *Nature Biotechnology*.

[36] Brueffer C., Saal L. H. (2016). TopHat-Recondition: a post-processor for TopHat unmapped reads. *BMC Bioinformatics*.

[37] Ghosh S., Chan C. K. (2016). Analysis of RNA-seq data using TopHat and cufflinks. *Plant Bioinformatics: Methods and Protocols*.

[38] Pollier J., Rombauts S., Goossens A. (2013). Analysis of RNA-Seq data with TopHat and cufflinks for genome-wide expression analysis of jasmonate-treated plants and plant cultures. *Methods in Molecular Biology*.

[39] Li B., Dewey C. N. (2011). RSEM: accurate transcript quantification from RNA-Seq data with or without a reference genome. *BMC Bioinformatics*.

[40] Wang L., Feng Z., Wang X., Zhang X. (2010). DEGseq: an R package for identifying differentially expressed genes from RNA-seq data. *Bioinformatics*.

[41] Robinson M. D., Oshlack A. (2010). A scaling normalization method for differential expression analysis of RNA-seq data. *Genome Biology*.

[42] Anders S., Huber W. (2010). Differential expression analysis for sequence count data. *Genome Biology*.

[43] Ni M., Yu J.-H. (2007). A novel regulator couples sporogenesis and trehalose biogenesis in aspergillus nidulans. *PLoS ONE*.

[44] Livak K. J., Schmittgen T. D. (2001). Analysis of relative gene expression data using real-time quantitative PCR and the 2(-Delta Delta C(T)) method. *Methods*.

[45] Paul S., Alegre K. O., Holdsworth S. R. (2014). A single-component multidrug transporter of the major facilitator superfamily is part of a network that protects Escherichia coli from bile salt stress. *Molecular Microbiology*.

[46] Shen Q., Fu L., Dai F., Jiang L., Zhang G., Wu D. (2016). Multi-omics analysis reveals molecular mechanisms of shoot adaption to salt stress in Tibetan wild barley. *BMC Genomics*.

[47] Singh K., Nizam S., Sinha M., Verma P. K. (2012). Comparative transcriptome analysis of the necrotrophic fungus Ascochyta rabiei during oxidative stress: Insight for fungal survival in the host plant. *PLoS ONE*.

[48] Skowyra D., Craig K. L., Tyers M., Elledge S. J., Harper J. W. (1997). F-box proteins are receptors that recruit phosphorylated substrates to the SCF ubiquitin-ligase complex. *Cell*.

[49] Jonkers W., Rep M. (2009). Lessons from fungal F-Box proteins. *Eukaryotic Cell*.

[50] Geißel B., Penka M., Neubauer M., Wagener J. (2017). The ER-mitochondria encounter structure contributes to hyphal growth, mitochondrial morphology and virulence of the pathogenic mold Aspergillus fumigatus. *International Journal of Medical Microbiology*.

[51] Yan Y.-S., Chen X.-Y., Yang K. (2011). Overexpression of an F-box protein gene reduces abiotic stress tolerance and promotes root growth in rice. *Molecular Plant*.

[52] Nookaew I., Papini M., Pornputtapong N. (2012). A comprehensive comparison of RNA-Seq-based transcriptome analysis from reads to differential gene expression and cross-comparison with microarrays: A case study in Saccharomyces cerevisiae. *Nucleic Acids Research*.

[53] Oshlack A., Robinson M. D., Young M. D. (2010). From RNA-seq reads to differential expression results. *Genome Biology*.

[54] Emri T., Szarvas V., Orosz E. (2015). Core oxidative stress response in Aspergillus nidulans. *BMC Genomics*.

[55] Hagiwara D., Asano Y., Marui J., Yoshimi A., Mizuno T., Abe K. (2009). Transcriptional profiling for Aspergillus nidulans HogA MAPK signaling pathway in response to fludioxonil and osmotic stress. *Fungal Genetics and Biology*.

[56] Hagiwara D., Asano Y., Yamashino T., Mizuno T. (2008). Characterization of bZip-type transcription factor AtfA with reference to stress responses of conidia of Aspergillus nidulans. *Bioscience, Biotechnology and Biochemistry*.

[57] Lara-Rojas F., Sánchez O., Kawasaki L., Aguirre J. (2011). Aspergillus nidulans transcription factor AtfA interacts with the MAPK SakA to regulate general stress responses, development and spore functions. *Molecular Microbiology*.

[58] Pereira Silva L., Alves de Castro P., dos Reis T. F. (2017). Genome-wide transcriptome analysis of Aspergillus fumigatus exposed to osmotic stress reveals regulators of osmotic and cell wall stresses that are SakAHOG1 and MpkC dependent. *Cellular Microbiology*.

[59] Marger M. D., Saier M. H. (1993). A major superfamily of transmembrane facilitators that catalyse uniport, symport and antiport. *Trends in Biochemical Sciences*.

[60] Sekhwal M. K., Sharma V., Sarin R. (2013). Identification of MFS proteins in sorghum using semantic similarity. *Theory in Biosciences*.

[61] Tester M., Davenport R. (2003). Na^+^ tolerance and Na^+^ transport in higher plants. *Annals of Botany*.

[62] Lapidus R. G., Sokolove P. M. (1993). Spermine Inhibition of the Permeability Transition of Isolated Rat Liver Mitochondria: An Investigation of Mechanism. *Archives of Biochemistry and Biophysics*.

[63] Chauhan S., Forsthoefel N., Ran Y., Quigley F., Nelson D. E., Bohnert H. J. (2000). Na+/myo-inositol symporters and Na+/H+-antiport in Mesembryanthemum crystallinum. *Plant Journal*.

[64] Chintapalli V. R., Kato A., Henderson L. (2015). Transport proteins NHA1 and NHA2 are essential for survival, but have distinct transport modalities. *Proceedings of the National Academy of Sciences of the United States of America*.

[65] Lu W., Guo C., Li X. (2014). Overexpression of TaNHX3, a vacuolar Na+/H+ antiporter gene inwheat, enhances salt stress tolerance in tobacco by improving related physiological processes. *Plant Physiology and Biochemistry*.

[66] Knoblach B., Rachubinski R. A. (2016). How peroxisomes partition between cells. A story of yeast, mammals and filamentous fungi. *Current Opinion in Cell Biology*.

[67] Lew R. R. (2005). Mass flow and pressure-driven hyphal extension in Neurospora crassa. *Microbiology*.

[68] Inoue S. (1981). Cell division and the mitotic spindle. *The Journal of Cell Biology*.

[69] Zhong G., Wei W., Guan Q. (2012). Phosphoribosyl pyrophosphate synthetase, as a suppressor of the seph mutation in Aspergillus nidulans, is required for the proper timing of septation. *Molecular Microbiology*.

# Supplementary material for: Transcriptomic Analysis Reveals Genes Mediating Salt Tolerance through Calcineurin/CchA-Independent Signaling in Aspergillus nidulans
**Source:** Biomed Res Int. 2017 Aug 20;2017:4378627. doi: 10.1155/2017/4378627
**Supplement:** Supplementary file 1 — Table S1. List of A. nidulans strains used in this study. Table S2. List of primers used in this study. Table S3. Unique significant enriched GO terms related to ΔcnaBΔcchA strain following salt stress challenge. Table S4. Unique significant enriched GO terms involved in wild type strain following salt stress challenge. Figure S1. Most enriched GO terms among DEGs induced by salt stress in wild-type A. nidulans. For each enriched GO term with a Bonferroni P-value < 0.01, the ontology to which the GO term belongs is shown (BP = Biological Process; CC = Cellular Component; MF = Molecular Function). Figure S2. KEGG pathway enrichment of DEGs induced by salt stress in wild-type A. nidulans. The x-axis indicates the enrichment factor of each pathway, and the y-axis indicates each pathway.

**TABLE S1** List of *A. nidulans* strains used in this study

| Strain | Genotype | | Reference  or source |
| --- | --- | --- | --- |
| TN02A7 | | *pyrG89*; *riboB2*; *pyroA4 nkuA*::*argB2*; *veA1* | Nayak et al. (2006) |
| WSA05 | | *pyrG89*; *riboB2*; *pyroA4 nkuA*::*argB2*; Δ*cchA*::*pyrG*; *veA1* | Wang et al. (2012) |
| WSA08 | | *pyrG8*9 Δ*cnaB*::*pyrG*; *riboB2*; *pyroA4nkuA*::*argB2*; *veA1* | Wang et al. (2016) |
| LXA05 | | *pyrG89* Δ*cnaB*::*pyrG*; *nkuA*::*argB2*;Δ*cchA*::*pyrG*; *veA1* | Wang et al. (2016) |

**TABLE S2** List of primers used in this study

| Primer | DNA sequence (5'-3') |
| --- | --- |
| actin-RT-up | TCTTCCAGCCCAGCGTTCT |
| actin-RT-down | GGGCGGTGATTTCCTTCTG |
| AN2435- RT-up | GAGCAAGGAGGAGAAGTTC |
| AN2435- RT-down | GCAATACCACCACCGATAA |
| AN8907- RT-up | ATCCGATGATGGAAGTCTG |
| AN8907- RT-down | CGTATTGGTGGTGAATGC |
| AN7902- RT-up | TACAAGTCGCCATCATAGG |
| AN7902- RT-down | ATCCATCGCAGATAGTCATT |
| AN7903- RT-up | GCCTGCGACTATGAGAATA |
| AN7903- RT-down | CACCTCTACAGTAGCCATC |
| 8AN8815- RT-up | GGTGTCAAGCGATTCATTC |
| 8AN8815- RT-down | CGGTGTTGTATGCGAAGA |
| 9AN7893- RT-up | GATTCCTGAGCCTCGTAG |
| 9AN7893- RT-down | TAATGAAGCACTCCTTGGTA |
| 10AN3085- RT-up | TATCGCCGCTTGTCTAAC |
| 10AN3085- RT-down | TCATCTGTCGTGGTGGTA |
| 11AN6881- RT-up | CGCCACTTCTACGGAATT |
| 11AN6881- RT-down | AGGTTATTCGCATCGTCTT |

**TABLE S3** Unique significant enriched GO terms related to Δ*cnaB*Δ*cchA* strain following salt stress challenge

| category | over_represented_pvalue | numDEInCat | term |
| --- | --- | --- | --- |
| GO:0006631 | 0.014486 | 7 | fatty acid metabolic process |
| GO:0008150 | 0.021508 | 780 | biological_process |
| GO:0019287 | 0.027874 | 3 | isopentenyl diphosphate biosynthetic process, mevalonate pathway |
| GO:0006415 | 0.03318 | 3 | translational termination |
| GO:0071243 | 0.040688 | 2 | cellular response to arsenic-containing substance |
| GO:0000022 | 0.04205 | 2 | mitotic spindle elongation |
| GO:0006810 | 0.046678 | 9 | transport |
| GO:0043001 | 0.048584 | 3 | Golgi to plasma membrane protein transport |
| GO:0051233 | 0.039574 | 2 | spindle midzone |
| GO:0031072 | 0.015503 | 4 | heat shock protein binding |
| GO:0015450 | 0.02355 | 3 | P-P-bond-hydrolysis-driven protein transmembrane transporter activity |
| GO:0070628 | 0.043322 | 2 | proteasome binding |

**TABLE S4** Unique significant enriched GO terms involved in wild type strain following salt stress challenge

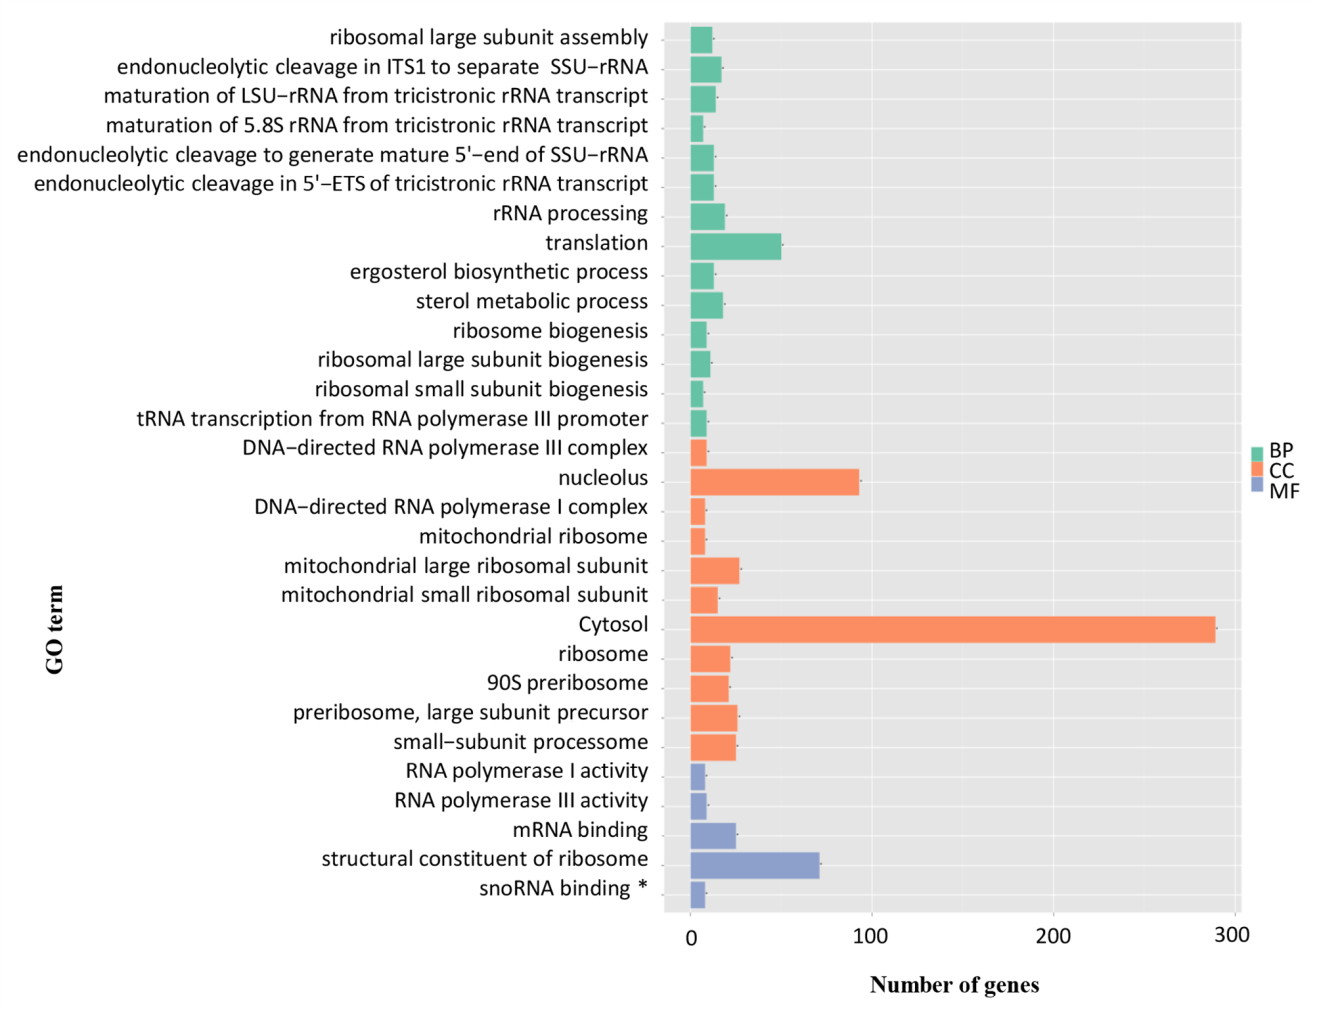

**Figure S1.** Most enriched GO terms among DEGs induced by salt stress in wild-type *A. nidulans*. For each enriched GO term with a Bonferroni P-value < 0.01, the ontology to which the GO term belongs is shown (BP = Biological Process; CC = Cellular Component; MF = Molecular Function).

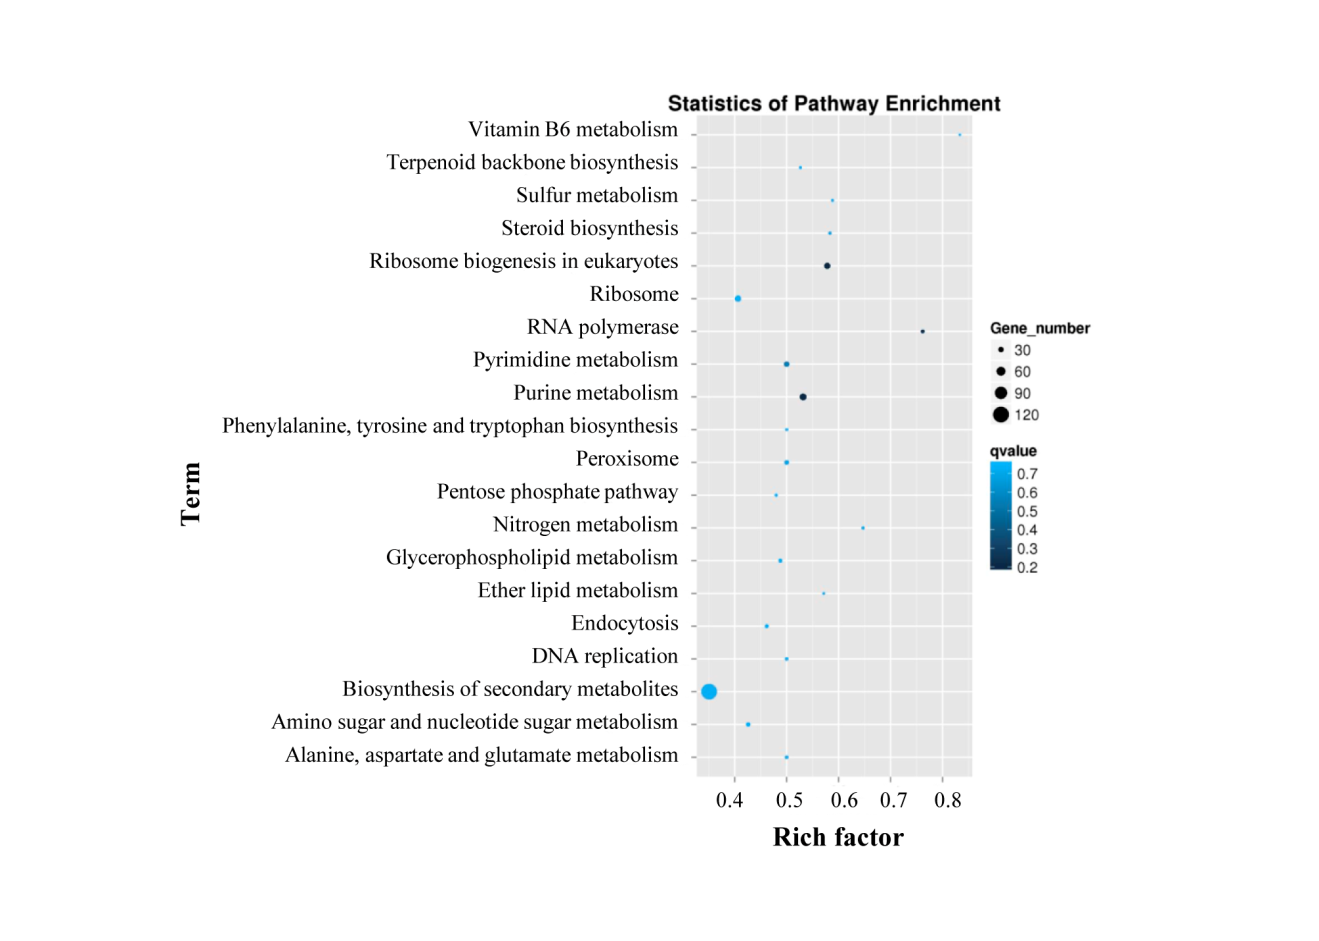

**Figure S2.** KEGG pathway enrichment of DEGs induced by salt stress in wild-type *A. nidulans*. The x-axis indicates the enrichment factor of each pathway, and the y-axis indicates each pathway.

How the deposited data were processed for this re-analysis (not part of the article)

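RNA was measured in 6 libraries of *A. nidulans*, from the parent TN02A7, Δ*cnaB* (WSA08) and Δ*cnaB*Δ*cchA* (LXA05), each grown for 18 h and then incubated for 30 min with 800 mM NaCl or without it. Strain and treatment were taken from the sample labels, the paper's methods and Table S1. Each combination had 1 library.

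The authors removed adapters and low-quality reads, mapped the clean reads with TopHat to assembly ASM14920v1, counted them per gene with RSEM and normalized the counts with TMM before testing with DEGseq. The deposited values are TMM-normalized RPM, that is, reads per 1000000 reads counted on genes after TMM scaling of the 2 libraries of a strain. The column heading calls the deposited values read counts, but they are not whole numbers. Values below 1 are listed as 0 and some genes have no value, by a rule that the paper's text does not name. The deposited files hold no *P* values, and the GO and KEGG results were not analysed here.

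The plan for the tests assumed counts or RPKM-type values. The unit turned out to be another, and the tests planned for RPKM-type values were used. Since every nonzero value was a whole multiple of a step, the value of 1 read and the number of reads per gene were recovered from the steps. The recovered reads numbered between 41369564 and 50006318 per library. At this depth 3 reads are worth at most 0.0793 normalized RPM, so the limit of 1 below which values are listed as 0, and not the depth, sets what can be seen for weakly expressed genes.

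For each strain, log2(value + 0.1) was compared between the 2 libraries among genes with a value of at least 1 in either. Genes that differed by more than 1 were counted as upregulated or downregulated, without a test. Genes with no value were treated as listed at 0. Ranks, shared and exclusive genes, clustering (average linkage on 1 minus the Pearson correlation of gene-centred values) and correlations across genes used the same log2 values. The response shared by the strains was tested with limma (two-sided, strain as block, eBayes with trend) among genes with a value of at least 1 in 3 libraries, with Benjamini-Hochberg adjusted *P* values under 0.05. Intervals are 95% exact (Clopper-Pearson) intervals of the recovered reads. The recovered reads exceed the clean reads and, in all 6 libraries, the raw reads that the paper states, so they are not all separate reads as the paper counts them. The intervals are therefore too narrow. They were also computed with 50% of the reads, as if both ends of each pair had been counted. This alternative was added after seeing the data. Gene sets were compared by the median of the set as a percentile among 10000 random lists drawn from genes of the same expression (20 bins). Lists matched on length as well (4 bins) used fewer and wider expression bins. A percentile that moved under them cannot be put down to length alone.

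The genes named are those the paper names by identifier, those it names by a symbol found in the reference, the 3 genes with the largest and the 3 with the smallest mean fold change among genes changed in all 3 strains, and the 3 genes with the largest difference between the parent and the deletion strains among genes that responded in opposite directions. Names and neighbour relations came from the RefSeq table of assembly ASM1142v1, which differs from the authors' assembly. Of the 10957 identifiers 10032 matched, and 780 genes in the table have a symbol. No coordinates are given for this reason. The gene *hogA* was matched to the symbol sakA. Sets by product name were planned, but the table has no product names, so sets were chosen by symbol after the counts of changed genes and before the values of the sets were seen.

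The alternatives were a trimmed mean of log ratios and a median of ratios on the values, constants of 1 and 0.01, no filter and a filter of 5, a fold-change limit of 2, limma on log2(value + 1), limma without the strain block or with any nonzero value, and each strain left out in turn. Added after seeing the data were library totals, values listed as 0 set to 1, an exact binomial test on the recovered reads and the MARS formula of DEGseq on the deposited values with unadjusted or adjusted *P* values. The form of the MARS test was picked from 19 variants, each of which was compared with the paper's numbers.

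The steps were tested on simulated data. Of 600 changed genes in 25318 gene tests, the fold-change limit found 600 with 168 false calls, the binomial test found 600 with 0 false calls, and the MARS formula found 531 with 0 false calls. With limma, 200 of 200 changed genes among 8673 were found with 6 false calls. In the simulated libraries, the changes were well past the fold-change limit and in genes well above the limit of listing. Their noise was counting error only. The limma simulation had the same noise for every gene and no values listed as 0. The tests do not measure how spread between cultures of a strain, or the limit of listing, affects the finding of changed genes. Of 200 random sets among 5000 genes, 4% lay below percentile 5. The analysis used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, matplotlib 3.10.9, R 4.3.3 and limma 3.58.1.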

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

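All of the tests in this part were chosen only after the results they bear on had been seen. The sample mapping, the designs, the rule for naming genes and the first list of alternatives were fixed before the data were examined.

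In the parent, 22 genes passed the fold-change limit in the direction opposite to both deletion strains, 13 of them upward and 9 downward. The difference between the log2 fold change of the parent and the mean of the deletion strains was 6.92 for AN7902, 6.86 for AN7903 and 2.29 for AN7893, 3 of the genes in Figure 4. AN7893 rose by less than the limit in the parent and is not among the 22. The largest differences among the genes that passed the limit in opposite directions were -8.82 for AN10332, 8.07 for AN0800 and -7.84 for AN0477. None of these differences was tested, as each rests on 1 library per condition. Of the 22 genes, 13 have a parent library listed at 0. When values listed as 0 were set to 1, 8 of the 22 genes still responded in opposite directions, so for most of them values listed at 0 are a candidate explanation. For AN0800 the parent went from a value listed as 0 to 1.02 normalized RPM, and for AN0477 from 1.60 to a value listed as 0, so both rest on values near 1. AN10332 went from 3.57 to a value listed as 0 in the parent. AN7902 and AN7903 had at most 1.64 normalized RPM in the parent. With the control value of the parent put at 1, the limit of listing, the log2 fold change of AN7902 was 0.72 (lower 95% bound 0.19) and that of AN7903 was 0.03 (lower 95% bound -0.57). The recovered reads exceed the paper's raw reads, so these intervals are too narrow, and with 50% of the reads the bound of AN7902 was -0.06. For both genes the rise in the parent cannot, from the deposited values, be told apart from an effect of the limit of listing. The paper also measured both genes by qRT-PCR and reports trends close to those of RNA-seq, which the deposited values cannot check.

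The parent and the deletion strains also differ without regard to salt, which the paper does not report. After scaling each library to its total, 38 genes were over 8 times higher in all 4 libraries of the deletion strains than in both parent libraries, and 6 genes showed the reverse. Further, 59 genes were listed at 0 in both parent libraries with a value of at least 1 in the 4 others, against 29 genes with the reverse. Of the paper's 20 genes named by identifier, 4 were among the 38, namely AN0531, AN7893, AN7902 and AN7903. Of the 38 genes, 37 have a place in assembly ASM1142v1, and they form 16 pairs of direct neighbours. Random lists of the same size had a median of 0 such pairs and at most 3 (permutation *p* = 0.0001, one-sided, the smallest that 10000 lists can give). The 12 genes from AN7893 to AN7903 are all among the 38, and so are 4 of the 7 genes from 3 before to 3 after AN0531.

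Several technical explanations of these neighbouring genes were weighed. Scaling of the strains in separate pairs was tested by a single median-of-ratios scaling of all 6 libraries, after which 38 of the 38 genes were still over 8 times higher. As the genes had been chosen for this difference under another scaling, the test had little room to come out otherwise and by itself shows little. An earlier form of this test looked at the median log2 ratio of the deletion strains to the parent over genes above 0 in all 6 libraries after scaling to library totals, which was -0.28. That form counted any shift beyond 0.2 as an effect of scaling, and so counted this one. It was replaced after its value was seen, because the shift was downward and small beside a rise of 8 times. A scaling factor moves all genes of a library alike, whereas without salt AN7893 had 2.39 normalized RPM in the parent and 3780 in Δ*cnaB*, and the gene next to it outside the 12 had 914 and 698, so scaling does not account for the difference. Depth did not separate the strains, since the parent libraries had 1.02 times the mean reads of the others. Exchanged labels of parent and deletion libraries are at odds with the values of *cnaB*, which went against the label in 0 libraries. A segment missing from the parent genome could not be excluded from the deposited values alone. Of the 12 genes from AN7893 to AN7903, 9 had a value above 0 in a parent library, but the reads behind such low values can come from related sequences elsewhere. A difference between library batches was not tested, as no batches are given. The 12 genes had at most 9.54 normalized RPM in a parent library and at least 42.9 in a deletion-strain library. Next to them, AN7892 had 914 and 616 in the parent and 693 to 1182 in the deletion strains. AN7904, on the other side, differed less, with at most 7.33 in the parent against at least 15.7. These values argue against a library batch that acts without regard to gene position, for the 12 genes. A difference between culture batches stays open. In Table S1, both deletion strains carry *pyrG* in place of *cnaB*, so the presence of *pyrG* cannot be told apart from the loss of *cnaB*. The markers *riboB2* and *pyroA4* are listed for Δ*cnaB* as for the parent, so they do not follow the pattern. A candidate explanation is that the 12 neighbouring genes are controlled together and are low in the parent. In the deposited values the pattern cannot be told apart from a segment missing from the parent, so this is a hypothesis only. The paper also reports qRT-PCR of AN7893, AN7902 and AN7903, with trends close to those of RNA-seq. A missing segment would be at odds with a qRT-PCR signal of these genes in the parent, which was not examined here. Table S1 lists no missing segment for the parent. In each deletion strain, 8 of the 12 genes passed the fold-change limit downward with salt and 1 passed it upward, so the 12 genes did not respond to salt alike.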

How the results depend on the processing

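In this part, the count over other splits was the test chosen before its result was seen. The settings called added were chosen after seeing the data. Scaling to library totals, an added setting, moved the median log2 fold change of all genes to -0.24 in the parent, -0.31 in Δ*cnaB* and -0.25 in Δ*cnaB*Δ*cchA*, and changes under it are to be read relative to these shifts.

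With a fold-change limit of 2, upregulated genes numbered 1078 in the parent, 969 in Δ*cnaB* and 929 in Δ*cnaB*Δ*cchA*, 1421 in any strain, 636 in all 3, and 282, 120 and 100 in a single strain. Downregulated genes then numbered 608, 599 and 508, 1114 in any strain, 159 in all 3, 329 only in the parent and 136 only in Δ*cnaB*Δ*cchA*. Shared by a pair of strains alone were then 90 upregulated genes for the parent and Δ*cnaB* and 123 for the deletion strains, and 70, 50 and 163 downregulated genes for the parent and Δ*cnaB*, the parent and Δ*cnaB*Δ*cchA*, and the deletion strains. With the MARS formula and unadjusted *P* values (added), upregulated genes numbered 1148, 1058 and 1012, 1378 in any strain, 795 in all 3, and 236, 57 and 40 in a single strain, and downregulated genes 1006, 897 and 847, 1502 in any strain, 431 in all 3, 134 only in Δ*cnaB* and 114 only in Δ*cnaB*Δ*cchA*. With adjusted *P* values (added), the numbers were 1091, 978, 933, 1292, 748, 238, 61 and 31 upward, and 948, 830, 780, 1413, 396, 122 and 112 downward, in the same order. Genes of the 3 pairs, in the order just given, then numbered 73, 44 and 133 upward and 84, 54 and 248 downward with unadjusted, and 60, 45 and 109 upward and 81, 41 and 231 downward with adjusted *P* values (added). Among genes with a value of at least 5, 113 were upregulated only in Δ*cnaB*Δ*cchA*, and with library totals 119 only in Δ*cnaB*, with 84 upregulated and 213 downregulated genes shared by the parent and Δ*cnaB* alone. The other counts of upregulated and downregulated genes stayed within 1.5 times under the settings run, apart from the variants of the MARS formula that were only compared with the paper's numbers. Apart from the fold-change limit and the *P* value limits, which leave out genes by design, the cause was not tested.

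Of the 6 genes that the paper calls transporters, 1 was among the 12 largest fold changes of Δ*cnaB*Δ*cchA* with a constant of 1. The number was also 1 with values listed as 0 set to 1 (added), against 5 in the reported setting. Genes with an opposite response numbered 4 and 1 among genes with a value of at least 5, 5 and 4 with a fold-change limit of 2, 5 and 3 with values listed as 0 set to 1 (added), and 0 and 0 with the MARS formula (added). The cause was not tested beyond what the values listed as 0 show.

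The response shared by the strains had 1256 downregulated genes without the strain block, and across the 3 fits that each left out a strain, from 1515 to 2635 upregulated and from 1172 to 2618 downregulated genes. Of the 10 splits of the 6 libraries into 3 and 3, 1, the split by treatment itself, gave as many genes as were found (4795). The other splits gave 0 genes, and between 1 and 303 genes at an unadjusted *p* under 0.05, against 5344 for the split by treatment. As 10 splits give a share of at least 0.1, they cannot show that the number exceeds a random grouping. Of these splits, 4 part every strain, and the others confound treatment with strain.

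Of 630 comparisons of the fold changes of named genes, 82 left the interval of counting error (70 with the intervals from 50% of the reads, added), 61 of them with library totals, and 1 fold change changed sign, that of *cchA* in Δ*cnaB*Δ*cchA* (-0.08 with library totals). Of 59 pairs of strains whose intervals for a named gene did not overlap, 52 still did not with 50% of the reads (added). Matching on gene length, with expression matched more coarsely, moved 5 of 18 percentiles of gene sets by 5 or more. The alternatives planned for counts only and the sets by product name were not run. The limit of 1 below which values are listed as 0 leaves the fold changes of 5 of the 6 transporter genes without an upper bound.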

Differences from the paper's values

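The DEGseq formula and its variants, the tests named in this part, were chosen only after the results were seen. The paper's values were compared with 58 values from the deposited files, and 31 differed. Of the 16 fold changes among them, 15 have a control value listed as 0, their intervals have no upper end, and the paper's value lies within the interval for all 15. These 15 values depend on the constant added and do not show a difference beyond counting error. Some fold changes not counted as differing have the paper's rounded value outside the interval, as AN2435 in Δ*cnaB*Δ*cchA* (-2.9 against -2.97). The number 31 therefore depends on the tolerance used and is not a count of values outside counting error. Figure values were read by eye after the values from the files were known.

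The paper's upregulated genes number 1153 in the parent, 1067 in Δ*cnaB* and 1016 in Δ*cnaB*Δ*cchA*, against 1992, 1932 and 1859 in the deposited values. For all 3, a filter of 5 (1654, 1587 and 1514) and a fold-change limit of 2 (1078, 969 and 929) closed the gap to within 1.5 times, and the other alternatives set before the data were examined did not. Library totals, chosen after seeing the values, did so for the parent (1705) and Δ*cnaB* (1513). The paper's downregulated genes number 1006, 897 and 847, against 1688, 1674 and 1668. The filter of 5 closed the gap for the parent (1381) and Δ*cnaB* (1332) and the limit of 2 for Δ*cnaB* (599), and no such alternative did for Δ*cnaB*Δ*cchA*. In any strain, the paper has 1382 upregulated and 1502 downregulated genes, against 2631 and 2617. The limit of 2 closed both gaps (1421 and 1114) and the filter of 5 closed the latter (2096). In all 3 strains, the paper has 802 upregulated genes against 1328, where the filter of 5 (1122), the limit of 2 (636) and library totals (1101), the last chosen after seeing the values, closed the gap, and 431 downregulated genes against 860, where none did. In a single strain, the paper has 235 upregulated genes in the parent against 439, where the limit of 2 closed the gap (282), and 59 in Δ*cnaB* against 193 and 36 in Δ*cnaB*Δ*cchA* against 175, where none did. For downregulated genes, it has 134 only in Δ*cnaB* against 266, where none did, and 114 only in Δ*cnaB*Δ*cchA* against 244, where the filter of 5 (165) and the limit of 2 (136) did.

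The MARS formula on the deposited values with unadjusted *P* values, picked from 19 variants and chosen after seeing the values, gave the paper's 8 numbers of downregulated genes exactly, 1006, 897, 847, 1502, 431, 437, 134 and 114. These numbers are not independent of each other. The same setting gave none of the 8 upregulated numbers exactly, with a largest difference of 9. The paper states that *P* values were adjusted by *q* values, and none of the 10 variants with adjusted *P* values gave any of the 8 downregulated numbers. With Benjamini-Hochberg adjusted *P* values and zeros at 1, also chosen after seeing the values, all of the counts lay within 1.5 times the paper's without being equal. Among the other variants, chosen after seeing the values as well, setting zeros to 0.5 gave the paper's 1153 upregulated genes in the parent together with the 8 downregulated numbers, and zeros at 0.5, 0.25 or 0.1 gave its 59 upregulated only in Δ*cnaB*. Zeros at 0.25 or 0.1 gave its 802 upregulated in all 3 strains. With genes listed at 0 left out, both adjustments of the *P* value gave its 36 upregulated only in Δ*cnaB*Δ*cchA*, and Storey's adjustment gave its 59. The formula with its fold change also scaled by the library sums gave 1182 upregulated and 1723 downregulated genes in any strain. These variants were also chosen after seeing the values.

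For AN2841, the paper's fold change is 10.0 in Δ*cnaB*Δ*cchA* and 7.0 in Δ*cnaB*, against 7.49 and 7.21 on the log2 scale. For AN8585 the paper has 8.5 and 6.8, against 8.23 and 8.54, and for AN9168 in Δ*cnaB* it has 7.1, against 7.34. The paper writes these as fold values, and the axis of Figure 3 gives them as log2 fold changes. In Figure 3, read by eye, the parent has about 8.6 for AN2841 against 8.48 and about 7.5 for AN8585 against 5.37. AN10499 has about 4.5 in the parent, about 8.4 in Δ*cnaB* and about 9.0 in Δ*cnaB*Δ*cchA* in Figure 3, read by eye, against 6.83, 9.51 and 8.61. AN2638 has about 8.9, about 8.7 and about 8.7 in Figure 3, read by eye, against 7.74, 10.20 and 9.27. AN10233 has about 7.2 in Δ*cnaB*Δ*cchA* in Figure 3, read by eye, against 10.00. In Figure 4, read by eye, the parent has about 1.0 for AN7902 against 4.12 and about 1.3 for AN7903 against 3.49. None of the alternatives set before the data were examined closed the gap for any of these fold changes. Scaling to library totals, chosen after seeing the values, gave 7.03 for AN9168 in Δ*cnaB*, within counting error of the paper's 7.1, and 7.06 for AN2841 in Δ*cnaB* beside the paper's 7.0. The same scaling, chosen after seeing the values, gave 8.03 for AN9168 in Δ*cnaB*Δ*cchA*, where the paper has 8.2, and the value of 8.26 without it is nearer. In the parent it gave 7.37 for AN9168, farther than 7.59 from the value of about 7.6 in Figure 3, read by eye. Over the 42 fold changes compared, library totals came nearer the paper's value for 10 and not for 32. Setting values listed as 0 to 1, chosen after seeing the values, gave 0.72 for AN7902 in the parent. Where the control value is listed as 0, the interval of the fold change has no upper end, and the fold change depends on the constant added.

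The paper places the 6 transporter genes among the 12 most upregulated in Δ*cnaB*Δ*cchA*, and 5 of the 6 were there in the deposited values, with AN2841 at rank 22. It states that in Δ*cnaB*Δ*cchA* they rose further than elsewhere, and in its discussion excepts AN2638. By fold change in the deposited values this held for AN3210 and AN9168. Of the 6 genes, only AN9168 has a value above 0 without salt. For the others, AN3210 among them, the intervals have no upper end and those of the strains overlap. Their order follows the salt values and cannot decide the paper's statement. It lists AN0531, AN5593, AN6718, AN8035 and AN9528 as upregulated in Δ*cnaB*Δ*cchA* alone, and by the fold-change limit this held for 2 of the 5, AN0531 and AN8035.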

Other observations

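Apart from the test of gene length, the tests in this part were chosen only after the result was seen.

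Fewer genes pass in the paper than pass the same fold-change limit in the deposited values. A candidate explanation is that values per 1000000 reads entered the DEGseq formula as if they were reads, with the unadjusted *P* value. Under this setting 8 of the 8 stated numbers of downregulated genes were equal to the paper's, against 0 of 8 with the adjusted *P* value. The setting was picked with the paper's numbers in view from 19 variants of the test, of which 3 gave all 8 numbers, and it gave 0 of the 8 upregulated numbers, so part of the procedure remains unexplained. Counting noise at the depth of the recovered reads would predict that a test on those reads leaves out many genes, and the binomial test left out 0 of the calls past the fold-change limit with values listed as 0 set to 1. With 50% of the reads it left out 191. Since no value between 0 and 1 is listed, this test had little room to leave genes out. As the values per 1000000 reads are far smaller than the recovered reads, the formula can leave out genes that the reads would retain. The expression level of the genes left out was not examined. No biological explanation was tested for this difference.

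The same formula bears on the 5 genes that the paper lists as upregulated only in Δ*cnaB*Δ*cchA*. With values per 1000000 reads entered in the DEGseq formula, 4 of the 5 passed in that strain alone, against 2 by fold change. Whether the response of these genes differs between the strains was not tested.

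For the transporter genes, control values under the limit of listing may set the order of the strains, because 5 of the 6 genes are listed at 0 without salt. Of the 6 genes, 1 had its highest salt value in Δ*cnaB*Δ*cchA*. The paper's fold changes of AN2841 correspond to 0.946 reads without salt in Δ*cnaB*Δ*cchA* and 5.28 in Δ*cnaB*, and an exact binomial test of the rounded reads, 1 and 5, gave *p* = 0.101 (two-sided). The difference of AN2841 between these libraries therefore cannot be told apart from counting error. For AN8585 the corresponding reads were 4.49 and 15.4, and the same exact binomial test gave *p* = 0.00469 (two-sided), but with 50% of the reads, 2 and 8, the exact binomial test gave *p* = 0.0516, so counting error cannot be excluded for AN8585. This compares 2 libraries and not the strains, and the reads were derived from the rounded values the paper prints. For AN9168, where the reads are known, the same derivation gave 987 reads in Δ*cnaB* against 832 recovered, and 554 in Δ*cnaB*Δ*cchA* against 525, so derived reads carry an error beyond counting. The paper's text and Figure 3 give different values of AN8585 in Δ*cnaB*Δ*cchA*. Figure 3 shows AN10233 where the text names AN3210.

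The ribosome biogenesis genes fell more in the parent than in the deletion strains, with a median difference of -1.78 on the log2 scale, and 27 of the 28 genes had their lowest fold change in the parent. Gene length was tested as a technical explanation of the low rank of the set in the parent, though not of the difference between strains. With random lists matched on length, and more coarsely on expression, the median of the set in the parent stayed at percentile 0. The median of the set was below 0 in all 3 strains. Percentiles compare genes of the same libraries, so scaling between libraries does not enter them. The heat shock genes showed the opposite order, with a median difference between the parent and the mean of the deletion strains of 0.41, at percentile 95.0 of random lists. The ergosterol genes went the same way as the ribosome biogenesis genes, with a smaller median difference of -0.24, at percentile 2.5. A lower fold change in the parent was thus not confined to the ribosome biogenesis set. Other technical explanations, such as batches, were not tested, and the difference between strains rests on 1 culture each, so that a weaker repression of ribosome biogenesis without calcineurin may be proposed as a hypothesis only.

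Besides *cchA*, 1 gene differed over 4 times between both libraries of Δ*cnaB*Δ*cchA* and the 4 other libraries, and it was higher. This count takes in only genes in which the parent lies on the side of Δ*cnaB*. It does not give the number of genes that differ between the deletion strains. The auxotrophic marker genes *pyrG* and *riboB* had values above 0 in every library. The gene *pyrG* (AN6157) had log2 fold changes of -1.47 in the parent, -1.12 in Δ*cnaB* and -1.15 in Δ*cnaB*Δ*cchA*, and *riboB* (AN0670) had 0.89, 0.31 and 0.25.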
